# De novo transcriptome characterization of *Iris atropurpurea* (the Royal Iris) and phylogenetic analysis of MADS-box and R2R3-MYB gene families

**DOI:** 10.1038/s41598-021-95085-5

**Published:** 2021-08-10

**Authors:** Yamit Bar-Lev, Esther Senden, Metsada Pasmanik-Chor, Yuval Sapir

**Keywords:** Transcriptomics, Molecular evolution

## Abstract

The Royal Irises (section *Oncocyclus)* are a Middle-Eastern group of irises, characterized by extremely large flowers with a huge range of flower colors and a unique pollination system. The Royal Irises are considered to be in the course of speciation and serve as a model for evolutionary processes of speciation and pollination ecology. However, no transcriptomic and genomic data are available for these plants. Transcriptome sequencing is a valuable resource for determining the genetic basis of ecological-meaningful traits, especially in non-model organisms. Here we describe the de novo transcriptome assembly of *Iris atropurpurea*, an endangered species endemic to Israel’s coastal plain. We sequenced and analyzed the transcriptomes of roots, leaves, and three stages of developing flower buds*.* To identify genes involved in developmental processes we generated phylogenetic gene trees for two major gene families, the MADS-box and MYB transcription factors, which play an important role in plant development. In addition, we identified 1503 short sequence repeats that can be developed for molecular markers for population genetics in irises. This first reported transcriptome for the Royal Irises, and the data generated, provide a valuable resource for this non-model plant that will facilitate gene discovery, functional genomic studies, and development of molecular markers in irises, to complete the intensive eco-evolutionary studies of this group.

## Introduction

*Iris* is the largest genus in the Iridaceae (Asparagales) with over 300 species^1,2^. The genus is highly heterogeneous, with species exhibiting a wide range of plant sizes, and flower shapes and colors^1^.

The Royal Irises (*Iris* section *Oncocyclus*) are a Middle-Eastern group of about 32 species that are endemics to dry, Mediterranean-type climates and found in the eastern Mediterranean Basin, Caucasica, and central Anatolia^3^. Species of section *Oncocyclus* in Israel occur in small isolated populations and many are considered rare, threatened, or endangered^4^. These species are characterized by a single large flower on a stem and perennial, short, knobby rhizomes, occasionally with stolons^3,5^. Plants are diploid with chromosome number of 2n = 20^6^. This number is relatively low for *Iris* species, whose chromosome number ranges from 2n = 16 in *I. attica* to 2n = 108 in *I. versicolor* (data obtained from Chromosome Count DataBase^7^)*,* and genome size ranges from 2,000 to 30,000 Mbp^8^.

The Royal Irises are thought to be undergoing recent speciation^3,5,9^. Consequently, in recent years, they have emerged as a platform for the study of evolutionary processes of speciation, adaptation and pollination ecology^3,10–17^. Evolutionary processes and adaptive phenotypes are governed by genetic differences. Thus, the study of plant ecology and evolution increasingly depends on molecular approaches, from identifying the genes underlying adaptation, reproductive isolation, and speciation, to population genetics. No genetic and molecular tools are yet available for the Royal Irises. Whole-genome sequencing of the *Iris* is a challenging task, due to its large genome size^8^, and therefore transcriptome sequencing may provide a feasible, still a strong genomic resource.

Transcriptome sequencing is a powerful tool for high-throughput gene discovery, and for uncovering the molecular basis of biological functions, in non-model organisms^18^. Few *Iris* transcriptomes have been already sequenced^19–22^*,* all are of irises which are in distant clades from *Oncocyclus* iris^23^. Currently, only one NGS-based dataset is available for the Royal Irises, which is a plastid genome sequence of *Iris gatesii*^24^. Previous attempts to transfer molecular tools developed for Louisiana irises to *Oncocyclus* irises, such as the development of microsatellite loci or identifying candidate genes, have failed (Y. Sapir, un-published). Furthermore, Royal Iris species have low plastid variance (Y. Sapir and Y. Bar-Lev, un-published) and lack nuclear sequences. All these, call for a wider set of molecular tools. Our main objective was to generate a reference RNA sequence for the Royal Irises that can serve as a molecular toolbox.

Here we report the de novo assembly of a transcriptome for *Iris atropurpurea* Baker, one of the Royal Irises species. *I. atropurpurea* is a highly endangered plant endemic to Israeli coastal plain^25,26^. In recent years this species has been studied extensively for its morphology^5^, pollination^14,15,27^, speciation, and population divergence^13,17^. In order to answer any further questions in this system, molecular tools are needed. Transcriptome sequencing of *I. atropurpurea* will facilitate further studies of genetic rescue, population genetics, as well as finding genes that underlie different biological functions.

One of the most important biological functions to understand plant evolution is plant development. To identify genes involved in developmental processes, we analyzed the phylogeny of sequences annotated to MADS-box and R2R3-MYB transcription factors families, which are involved in the regulation of diverse developmental functions. Homologs for genes of these families have been identified in *Iris fulva* of the Louisiana irises^19^. We therefore aimed to identify their homologs in the Royal Irises.

Plant development greatly depends on the function of MADS-box transcription factors, a very ancient family of DNA binding proteins, which are present in nearly all major eukaryotic groups. MADS-box genes comprise a highly conserved sequence of ~ 180 bp, which encodes the DNA binding domain in the MADS-box protein^28,29^. MADS-box genes are divided into type I and type II. In plants, type I MADS-box genes are subdivided into three groups: Mα, Mβ and Mγ^30,31^. They are involved in female gametophyte, embryo sac, and seed development. The type II MADS-box genes in plants are known as the MIKC MADS-box group and are extensively studied. MIKC proteins convey three additional distinctive regions: an intervening region (I), a keratin-like domain (K), and a C-terminal domain (C)^32,33^. Found within this group are the MIKCc and MIKC* subgroups^34^. MIKCc MADS-box genes (the c stands for classic), are mainly involved in plant and flower development^35,36^, and are phylogenetically divided into 14 major groups in *Arabidopsis* and rice^37,38^. The MIKC* group, in some reports, matches the *Arabidopsis* Mδ subgroup, defined as part of the type I group^39^.

Another superfamily of transcription factors, that are important for plant development, are the MYB proteins, which contain the conserved MYB DNA-binding domain^40^. The MYB family members are categorized based on the number of MYB domain repeats: 1R- (MYB related genes, containing a single or partial MYB domain), R2R3-, 3R- and 4R-MYB proteins^40–42^. MYB proteins are widely distributed in plants, in which the R2R3-MYB subfamily is the most abundant (containing an R2 and R3 MYB domain)^40,41,43^. The large abundance of the R2R3-MYB family in plants indicates their importance in the control of various plant specific processes, such as responses to biotic and abiotic stresses, development, defense reactions, flavonoid and anthocyanin biosynthesis, regulation of meristem formation, and floral and seed development (reviewed in^43^ and ^44^).

Here we employed phylogenetic approach to identify homologs of MADS-box and R2R3-MYB transcription factors in the *I. atropurpurea* transcripts. We sequenced transcriptomes from various tissues and flower bud developmental stages. From these, we established an annotated database for *I. atropurpurea*, potentially applicable to other species of the Royal Irises, and explored the homologs of MADS-box and R2R3-MYB. This is the first reported transcriptomes for the *Oncocyclus* section. The sequenced *Iris* transcriptome offers a new foundation for genetic studies and enables exploring new research questions.

## Materials and methods

### Plant material

We used two accessions (genotypes) of *I. atropurpurea*, DR14 and DR8. Plants were brought from a large *I. atropurpurea* population in Dora (32° 17′ N 34° 50′ E) in Israel (Fig. 1a) and grown at the Tel Aviv University Botanical Garden. Aiming at finding genes related to flower development and floral traits, we used three different bud developmental stages. We defined bud developmental stage 1 as the earliest detectable bud, where the bud has no color, and is 1 cm in size. Stage 2 is a bud around 1.5 cm in size with the anthers still prominently visible above the petals, and at the onset of color production. Stage 3 is a full-colored bud, over 2 cm in size and with the petals covering the anthers (Fig. 1b). Earlier stages of flower development in the Royal Irises are nearly impossible to detect in naturally-growing plants. In these stages the meristem is attached to the rhizome underground and requires much destruction of the plant to be found^45^. We collected tissues from the root, young leaf and four buds in three developmental stages (one bud from stages 1 and 3, and two buds of stage 2) from DR14. We also collected buds in stages 1 and 2 from DR8 to enlarge the representation of rare or low expressed genes. Unfortunately, due to the low number of flowers (buds) per plant in Royal Irises, we were unable to obtain replicates for all bud stages. The collection of plant material complies with institutional guidelines and is coordinated with the Israel Nature and Parks Authority. *I. atropurpurea* lack voucher specimen, however, live plants are kept at Tel Aviv University Botanical Garden.

**Figure 1:**
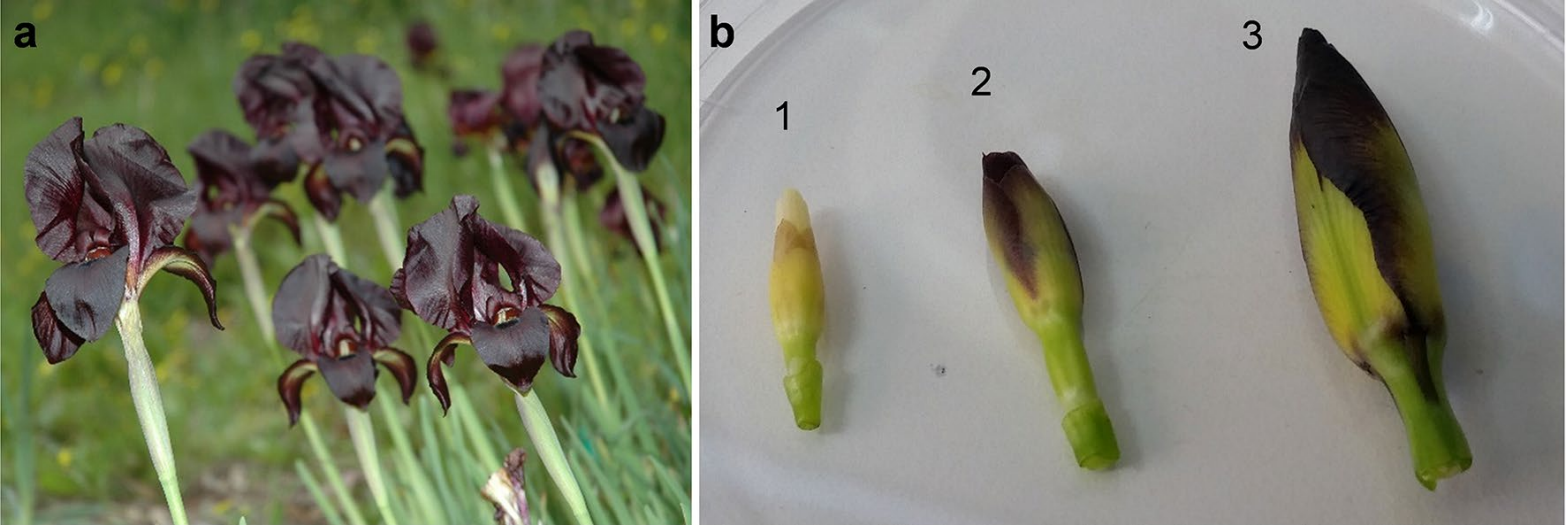
Plant materials used for RNA sequencing. (**a**) *Iris atropurpurea* flower in the field site where collected (Dora). (**b**) Representation of three stages of bud development (1 to 3) in *I. atropurpurea*, as defined in the text.

### RNA isolation and sequencing

We extracted total RNA from all the tissue samples using the RNeasy Mini Kit (Qiagen, Hilden, Germany), according to the manufacturer's instructions. We measured the quantity and quality of each RNA sample using Qubit fluorometer (Invitrogen) and Bioanalyzer TapeStation 2200 (Agilent Technologies Inc., USA), respectively. Only RNA samples that presented sufficient 260/280 and 260/230 purity and RIN (RNA integrity number) above 8.0 were used for sequencing. RNA was processed by the Technion Genome Center as following: RNA libraries were prepared using TruSeq RNA Library Prep Kit v2 (Illumina), according to manufacturer’s instructions, and libraries were sequenced using HiSeq 2500 (Illumina) on one lane of 100 PE run, using HiSeq V4 reagents (Illumina). Sequences generated in this study were deposited in NCBI’s Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) under the GEO accession number GSE121786.

### De novo transcriptome assembly and annotation

The quality of the raw sequence reads was estimated using FastQC (v 0.11.5, https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). De novo assembly of the *Iris* transcriptome was done using Trinity (version trinityrnaseq_r20140717, https://github.com/trinityrnaseq/trinityrnaseq/wiki), with a minimum contig length of 200 base pairs (bp)^46^. We estimated assembly quality and completeness using Quast (v.3.2)^47^ and Benchmarking Universal Single-Copy Orthologs (BUSCO) (v 5.1.2, https://busco.ezlab.org/)^48^. Contigs (isoforms) that are likely to be derived from alternative splice forms or closely-related paralogs were clustered together by Trinity and referred to as “transcripts”. The initial reads from each sample were mapped back to the *Iris* transcriptome that was assembled, using trinity pipeline and Bowtie (v. 1.0.0, http://bowtie-bio.sourceforge.net/index.shtml). The number of mapped reads per transcript per sample was counted using RSEM (v. 1.2.25, http://deweylab.github.io/RSEM/)^49^.

To find the putative genes and function, transcripts were aligned against the UniProt non-redundant protein database (2016–09-26) and against PFAM protein family database^50^, using BLASTX alignment with an e-value cutoff to < 0.0001^51^. To classify functions of the transcripts, they were also aligned against the Gene Ontology (GO, http://geneontology.org/) and the Clusters of Orthologous Groups (COGs, https://www.ncbi.nlm.nih.gov/research/cog-project) protein databases. Annotations were computed using eggnog-mapper^52^, based on eggNOG 4.5 orthology data^53^. For transcription factors prediction, we submitted the sequences to search against PlantTFDB^54^.

### Phylogeny analysis

We retrieved all *Iris* transcripts that were annotated as either MADS or MYB proteins from the transcriptome and translated the longest open reading frame (ORF) using Virtual Ribosome^55^. We took the transcriptome transcripts that also contain the MADS or R2R3-MYB domain by PFAM. We downloaded *I. fulva* protein sequences for MIKCc MADS-box and R2R3-MYB transcription factors from NCBI^19^. *Arabidopsis* and rice (*oryza sativa*) MADS and R2R3-MYB sequences were taken from their genome databases [The *Arabidopsis* Information Resource (TAIR): www.arabidopsis.org and the Rice Genome Annotation Project (RGAP): rice.plantbiology.msu.edu, respectively]. The gene identifiers were denoted to AtMYB genes in *Arabidopsis* and the locus id in rice to avoid confusion when multiple names are used for same gene. The sequences of each gene family were trimmed using trimAl (v1.3, http://trimal.cgenomics.org/)^56^ and aligned using ClustalW alignment^57^, in MEGA X Molecular Evolutionary Genetics Analysis Software (https://www.megasoftware.net/)^58^. We tested for the best substitution model and found that the best model for MADS is the JTT (Jones, Taylor, Thornton) model^59^ + Gamma-distributed rates (G), and for MYB, JTT + G + amino acid frequency (F). For comparative phylogenetic analysis, we used maximum likelihood in MEGA X^58^ with 1000 bootstrap replications. Phylogenetic trees were visualized using FigTree (v1.4.3, http://tree.bio.ed.ac.uk/software/figtree/)^60^.

### SSRs mining

In order to utilize the transcriptome sequenced also for population genetic markers, we searched for short sequence repeats (SSRs; microsatellites) in the assembled contigs. We used a Perl script (find_ssrs.pl^61^) to identify microsatellites in the unigenes. In this study, SSRs were considered to contain motifs with two to six nucleotides in size and a minimum of four contiguous repeat units.

## Results and discussion

### Sequencing of *Iris* transcriptome

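RNA of *I. atropurpurea* was sequenced from 8 libraries, 6 of genotype DR14 and 2 of genotype DR8, with reads of 100 bases from both ends of each fragment. Table 3 of the paper gives between 18474671 and 29552998 read pairs per library, with a median of 24791464. The authors pooled the reads of all libraries in a single Trinity assembly and deposited its contigs as nucleotide sequences. The sequences carry no value per library, and counts or expression values per library were not analysed here. Each value given for the assembly therefore describes the pooled libraries and has no replicates. Each contig name gives the component of the assembly graph, the transcript and the isoform to which Trinity assigned the contig.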

To generate the *Iris* transcriptome, eight cDNA libraries were sequenced: root, leaf and three bud stages from one genotype of *I. atropurpurea* (DR14), and buds in stages 1 and 2 from a different genotype of the same population (DR8). We generated a total of 195,412,179 sequence reads. The average GC content of *Iris* contigs was 47% (Tables 1 and 3). 

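Over all deposited contigs, 42.4% of the bases were G or C. The GC content rose with contig length. It was 40.9% in contigs of 201 to 500 bp, 42.2% in those of 501 to 1000 bp, 43.3% in those of 1001 to 2000 bp and 43.6% in longer ones. The mean of the GC percentages of single contigs was 41.6%, the alternative that moved the value most. For the reads, Table 3 of the paper lists GC contents from 45% to 48% per library.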

Reads were of very high quality throughout their length, without evidence of adapter content (Phred score > 30).

**Table 1:** Statistical summary of *Iris* transcriptome sequencing and assembly.

Total reads	195,412,179
Contigs (Isoforms)	258,466
Transcripts	184,341
Transcriptome size	168,049,166
N50 contig size (≥ 500 bp)	1,312
Largest contig	27,971

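Counted from the deposited sequences, the assembly held 258466 contigs of 201 bp or more, 184341 transcripts and 168049166 bp. At the level of the components of the assembly graph, it held 161737 groups of contigs. A single contig represented 148514 transcripts (80.6%), 20844 transcripts had 2 contigs and 656 had 10 or more, with a maximum of 23. The longest contigs of the transcripts, 1 for each, summed to 105453254 bp, the alternative that moved the total length most. All bases were A, C, G or T, and the length stated for each contig differed from its sequence in 0 cases. Contigs had a median length of 405 bp and a mean length of 650.2 bp.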

Using Trinity, we assembled 258,466 contigs (isoforms) longer than 200 bp, which clustered into 184,341 transcripts, with a total length of 168,049,166 bp. A larger N50 length and average length are considered indicative of better assembly. The longest contig was 27,971 bp and half of the contigs (N50) with more than 500 bp were above 1,312 bp long (Table 1).

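Of the contigs, 104831 (40.6%) were at least 500 bp long, and their median length was 898 bp. The N50, the length at which contigs of that length or longer hold one part in 2 of the summed bases, was 1312 bp for these contigs. It is weighted by bases, and 28667 (27.3%) of the contigs of at least 500 bp were longer than the N50. Without the minimum of 500 bp, the N50 was 929 bp. The longest contig, c110230_g1_i1, had 27971 bp, a GC content of 44.6% and is the only contig of its transcript. Its longest open reading frame (ORF) had 548 codons and ran from 21473 to 23116 on the strand as deposited. The second longest contig had 16671 bp.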

The length distribution of the assembled contigs revealed that 126,194 (68.46%) contigs ranged from 201 to 500 bp in length; 37,335 (20.25%) contigs ranged from 501 to 1000 bp in length; 16,282 (8.83%) contigs ranged from 1001 to 2000 bp in length; and 4530 (2.46%) contigs were more than 2000 bp in length (Fig. 2). 

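With each transcript represented by its longest contig, 123065 transcripts (66.8%, 95% exact Clopper-Pearson confidence interval 66.5% to 67.0%) were 201 to 500 bp long. Between 501 and 1000 bp there were 37110 transcripts (20.1%), between 1001 and 2000 bp 17881 (9.70%), and 6285 (3.41%) were longer. With the shortest contig of each transcript instead, 72.9% were in the shortest class, and over all contigs 59.5% were.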

Subjecting our transcriptome to BUSCO analysis^48^ confirmed that our transcriptome assembly contains 82.4% of gene representation of the available orthologue groups at Liliopsida, and more than 90% at Embryophyta. Only 3 to 6.1% of the single-copy orthologs were classified as missing from our assembly, indicating high quality of the assembly (Table 2).

**Figure 2:**
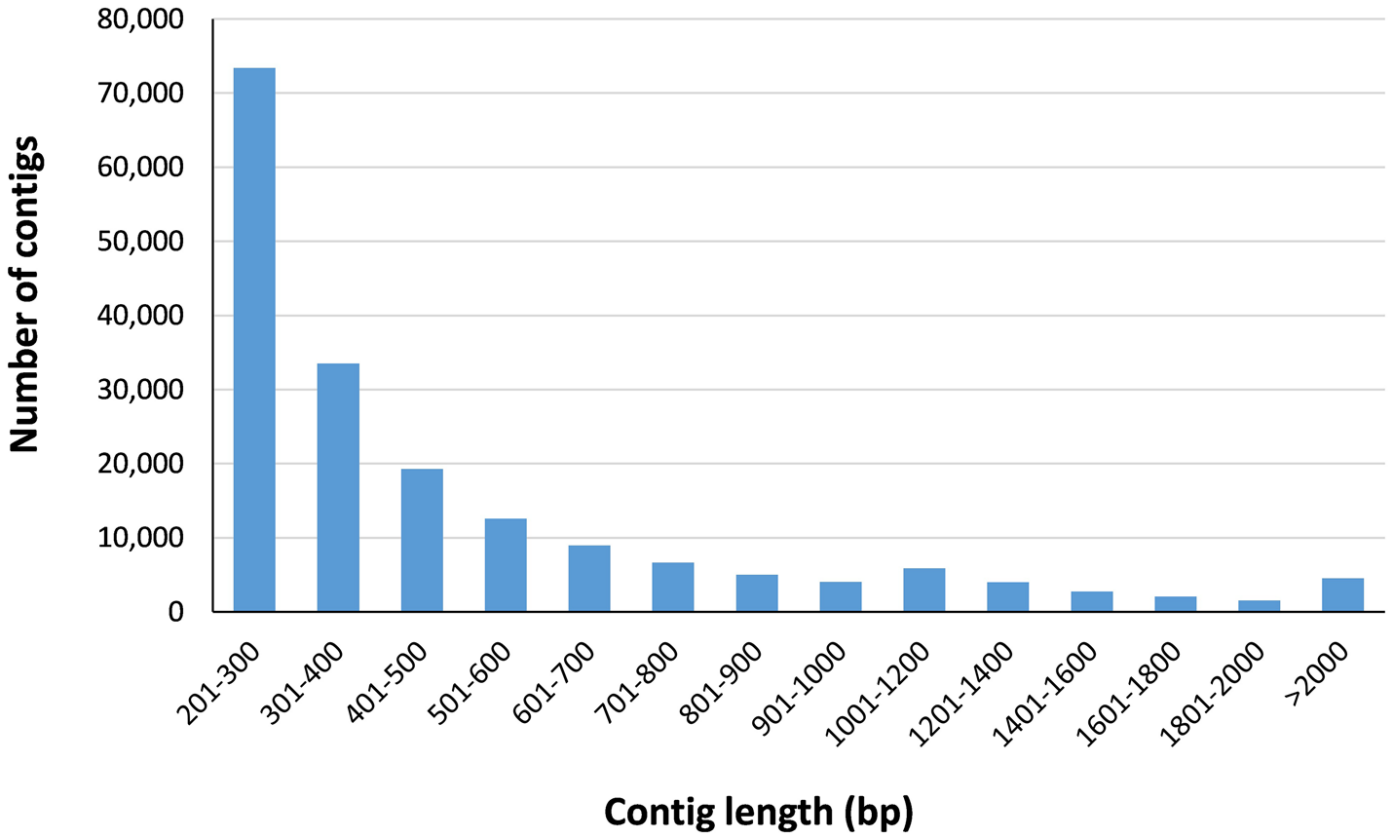
Distribution of contig lengths (in base pairs) across the assembled contigs from the *Iris* transcriptome.

**Table 2:** BUSCO analysis of transcriptome completeness.

BUSCO (%)	Embryophyta	Liliopsida
Complete BUSCOs	90.4	82.4
Complete single copy	64.7	45.2
Duplicated	25.7	37.2
Fragmented	6.6	11.5
Missing	3	6.1

To quantify the abundance of contigs assembled, the reads of the separated *Iris* organs were mapped to the assembled contigs, with 125,074,925 (65%) mapped reads overall, and an average of 45% reads per tissue that mapped to a unique sequence in the assembled transcriptome (Table 3). Low mapping rates could be due to reads belonging to sequences below the 200 bp cut-off and also, presumably, due to the complexity of the *Oncocyclus* irises genome that is very large and highly repetitive^62,63^.

**Table 3:** Descriptive statistics of *Iris* transcriptome samples. GC—Percentage of G or C nucleotides in the sequence.

Plant ID	Tissue	# Paired-end sequences	#Reads	%GC	Total mapped reads	% Unique mapped reads
**DR14**	Root	47,760,556	23,880,278	48	16,671,086	55
	Leaf	52,936,482	26,468,241	47	18,366,659	54
	Bud stage 1	54,806,560	27,403,280	47	16,610,741	40
	Bud stage 2 (a)	51,092,390	25,546,195	47	16,095,948	43
	Bud stage 2 (b)	48,073,466	24,036,733	47	15,363,667	43
	Bud stage 3	59,105,996	29,552,998	47	18,570,119	43
**DR8**	Bud stage 1	36,949,342	18,474,671	45	10,887,290	40
	Bud stage 2	40,099,566	20,049,783	46	12,509,415	45

### Annotation of *Iris* transcriptome

Using BLASTX search against the UniProt database, we identified 28,708 transcripts with at least one significant hit. Transcripts mostly annotated to *Arabidopsis thaliana* (56.9%)*, Oryza sativa* Japonica Group (10.5%) and *Nicotiana tabacum* (3.5%) (Fig. 3). Surprisingly, a significant proportion of the annotated transcripts were annotated as *Arabidopsis thaliana*, while only 10% were annotated as *Oryza sativa*, which is a monocot and therefore more closely related to irises. This is probably due to the higher representation of genomic resources for *Arabidopsis thaliana*. A considerable number of transcripts annotated to “non-plant” organisms, most of them to human (*Homo sapiens*, 2.4%) (Fig. 3). This may be attributed to housekeeping genes, which are preserved across all species in eukaryotes, and may also be due to the highly annotated human genome.

**Figure 3:**
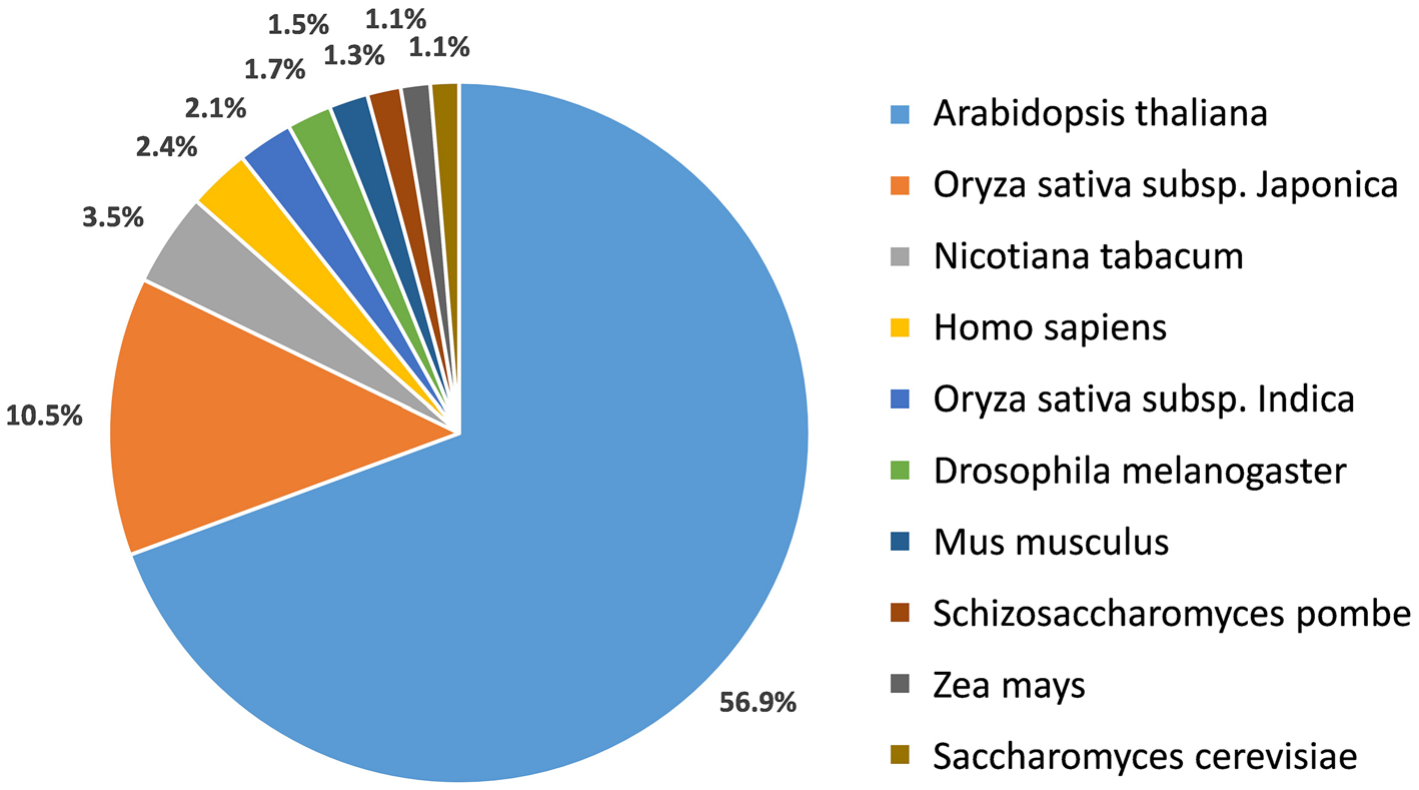
Top 10-hit species distribution of annotated transcripts. Other species represented in the transcriptome had only 1% or less of the transcripts annotated to them.

In the gene ontology analysis, 12,623 transcripts were assigned to GO terms under the three categories (supplementary table 1). Within the biological process category, ‘cellular process’ and ‘metabolic process’ were the two GO terms with the highest numbers of transcripts. In the cellular component category, ‘obsolete cell’ and ‘obsolete cell part’ were the most abundant. For the molecular function category, ‘catalytic activity’ and ‘binding’ had the highest number of transcripts (Fig. 4, supplementary info file).

**Figure 4:**
Clusters of orthologous group (COG) classification, showing 22,564 transcripts that were classified.

Search against the COG database resulted in the classification of 22,564 transcripts (supplementary table 1). Among the 25 COG categories, the cluster for unknown function was the largest group (7,151, 31.69%). The following categories of the top ten are: signal transduction mechanisms (1938, 8.59%), posttranslational modification, protein turnover and chaperones (1754, 7.77%), transcription (1670, 7.4%), replication, recombination and repair (1461, 6.47%), carbohydrate transport and metabolism (1222, 5.42%), secondary metabolites biosynthesis, transport and catabolism (839, 3.72%), translation, ribosomal structure and biogenesis (825, 3.66%), amino acid transport and metabolism (767, 3.4%), and RNA processing and modification (764, 3.39%) (Fig. 5, supplementary info file). The COG term ‘signal transduction’ was also enriched in previous transcriptomes, such as in *Iris lactea*^22^, *Camelina sativa* L^64^, and in *Taxodium* ‘Zhongshanshan 405′^65^.

**Figure 5:**
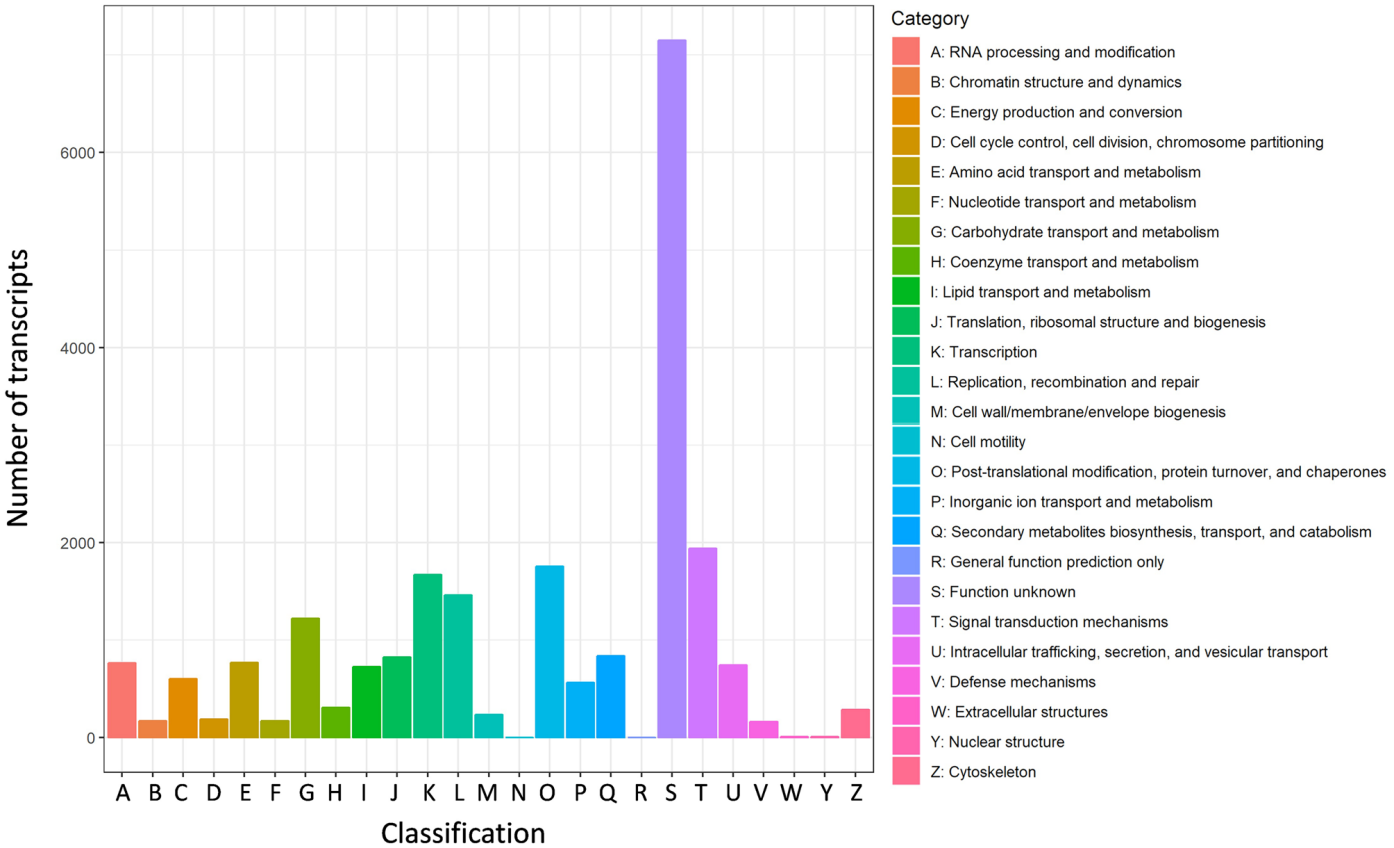
Clusters of orthologous group (COG) classification, showing 22,564 transcripts that were classified.

In the PFAM analysis, we found 17,385 (9.43%) *Iris* transcripts that contain at least one PFAM protein domain, and that were classified into 3399 Pfam domains/families (supplementary table 1, supplementary info file). The 10 most abundant protein families in *I. atropurpurea* are Pkinase, PPR_2, Pkinase_Tyr, LRR_8, RRM_1, RVT_1, PPR_1, p450, PPR3, and LRRNT_2 (Fig. 6a). Among these protein domains/families, “Protein kinase” and “Tyrosine-protein kinase”, were highly represented. These proteins are known to regulate the activation of most cellular processes^66^, indicating active signal transduction. This is in accordance with our COG results, also showing enrichment of signal transduction genes. Top ranked family is also PPR_2—pentatricopeptide repeats. The PPR family controls varied features of RNA metabolism and plays a profound role in organelle biogenesis and function, e.g. mitochondria and chloroplasts^67–69^. Thus, PPR’s have an essential effect on photosynthesis, respiration, plant development, and environmental responses^69^.

**Figure 6:**
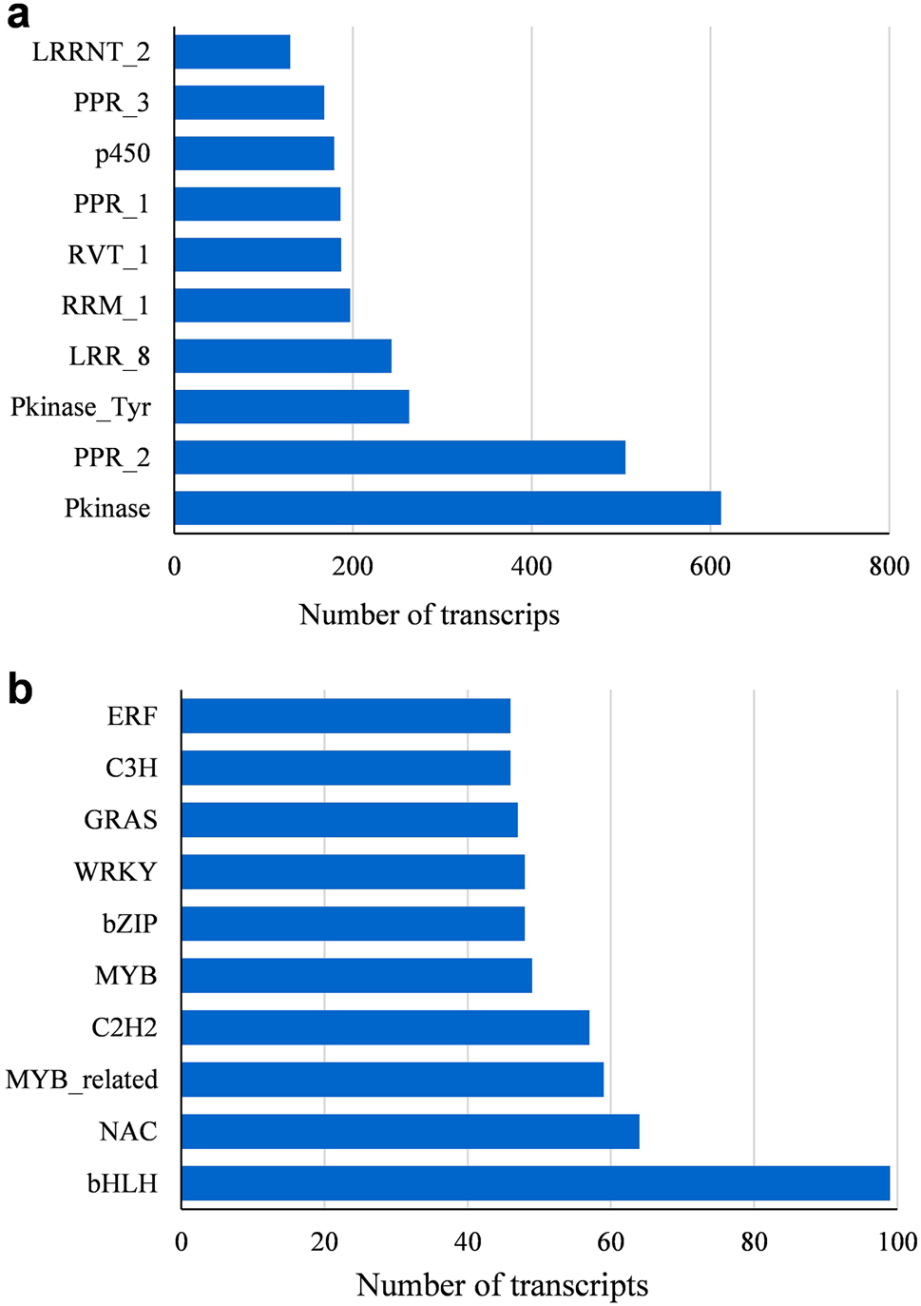
(**a**) The 10 most abundant PFAM protein families in the *I. atropurpurea* a transcriptome. (**b**) The 10 most abundant transcription factors families in the *I. atropurpurea* transcriptome.

Transcription factors (TFs) are key regulators in biological processes. For prediction of transcription factors, we assigned the protein sequences of all the transcripts to PlantTFDB^54^. We found 1021 transcripts that are predicted to be involved in transcription regulation and were classified into 54 transcription factor families (Fig. 6b, supplementary table 1, supplementary info file). The basic helix–loop–helix (bHLH) transcription factors family was the most abundant in *I. atropurpurea* consisting of 99 gene family members. In plants, the bHLH proteins are associated with a variety of developmental processes, such as trichomes development^70,71^, phytochrome signaling^72^, and cell proliferation and differentiation^70,73^. bHLH proteins have also been shown to interact with other transcription factors such as MYB^71,74^. Furthermore, a protein complex of bHLH and MYB transcription factors, associated with a WD40 repeat protein, regulates various cell differentiation pathways and the anthocyanin biosynthesis pathway^75,76^. The rest of the top 10 TFs are: NAC, MYB-related, C2H2, MYB, bZIP, WRKY, GRAS, C3H and ERF.

In total, we identified 33,033 transcripts in at least one database (supplementary table 1). We were unable to annotate or give a functional prediction to a large fraction of the transcripts. These transcripts could be *Iris* specific genes, genes that have diverged considerably, or genes that are not yet identified in plants.

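The ORFs of the transcripts were listed as the codons between stops in all 6 reading frames of the longest contig. An ORF of at least 50 codons was found in 153201 transcripts (83.1%) and one of at least 100 codons in 43175 (23.4%). At least 200 codons were found in 15272 transcripts (8.28%) and at least 300 codons in 9625 (5.22%). The median length of the transcripts with an ORF of at least 100 codons was 845 bp.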

### Phylogenetic analysis of MADS-box and R2R3-MYB gene families

In the search for orthologous genes involved in flower development in irises, we phylogenetically analyzed two major transcription factor groups, the MADS-box and MYB protein families, to validate the subfamily identities of these genes from *I. atropurpurea*. We performed the phylogenetic analyses using MADS-box and R2R3-MYB protein sequences from *Arabidopsis thaliana* and rice (*Oryza sativa*), the top two annotated species in the transcriptome, and from *Iris fulva*.

#### MADS-box genes

MADS-box proteins, and their complex function, regulate floral organ characteristics and are essential for flower development^28,77,78^. 

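MADS domains were searched in the deposited contigs with a profile of *I. atropurpurea* sequences, since the Pfam profile was not used here. The profile was built with HMMER 3.4 from transcripts of supplementary table 2, first from 12 of them and then from the 18 with at least 80% of the domain, and had 59 positions. It was searched against the 3089835 ORFs of at least 30 residues in all 6 frames. Each of the 18 transcripts was found by a profile that left it out, the weakest with an E-value of 2.6e-13. At an E-value of 1e-05 or less, 26 transcripts had a MADS domain, of which 23 are in supplementary table 2. At least 80% of the profile was covered in 20 of the 26. With the longest ORF of the longest isoform alone, 19 transcripts had the domain. A profile of the K domain, which follows the MADS domain in MIKC-type proteins, was built from 12 transcripts in the same way and had 90 positions. It found a K domain in 30 transcripts. In 14 of these no MADS domain was found, and 12 of the 14 had an ORF that was open at the 5′ end of the contig. Either domain was found in 40 transcripts.

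**Figure D1:**
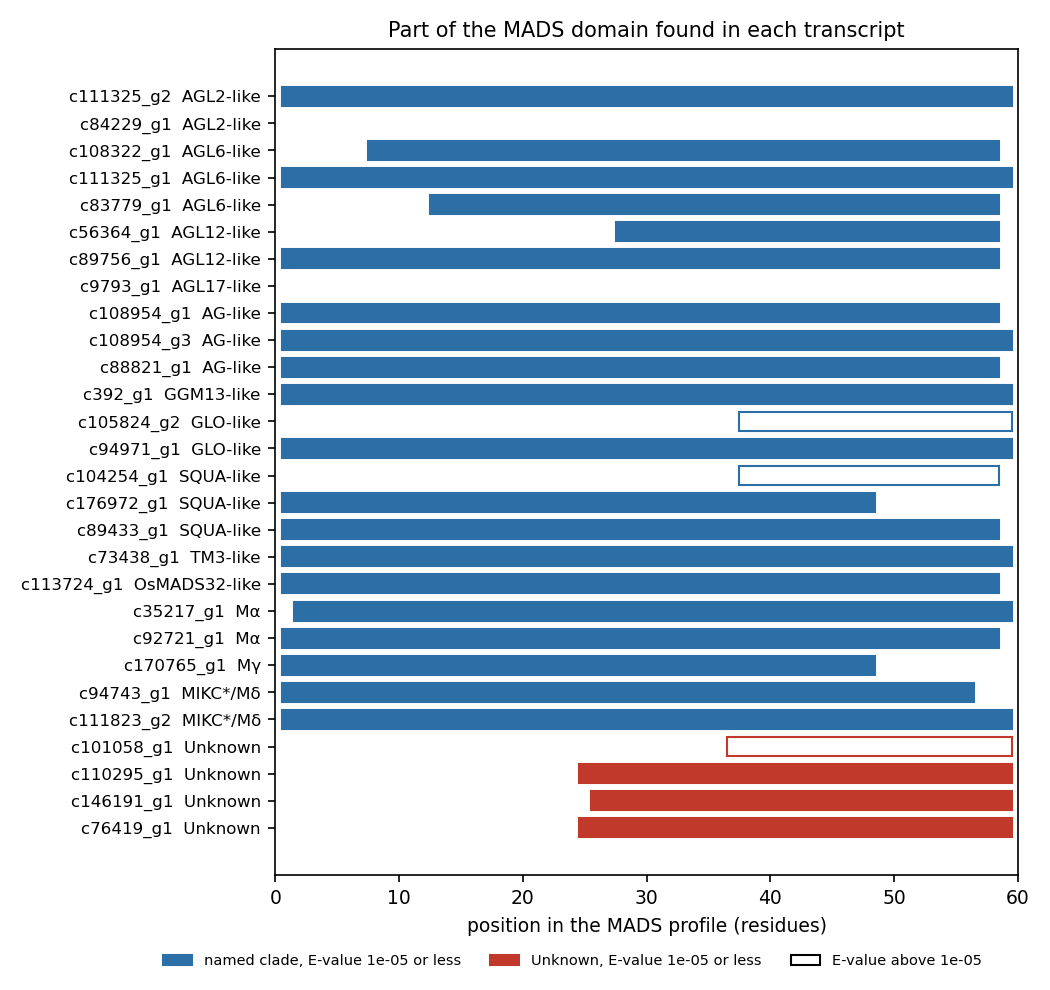
Part of the MADS profile, in residues, that was found in each of the 28 transcripts of supplementary table 2. Bars run from the first to the last matched position, filled where the E-value is 1e-05 or less, and red marks the group designated Unknown. Transcripts c84229_g1 and c9793_g1 have no bar.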

In the *Iris atropurpurea* transcriptome, 43 transcripts were annotated as belonging to the MADS-box family and/or contain the MADS domain. Phylogenetic analysis using *Arabidopsis*, rice, and *I. fulva,* shows orthologous of *I. atropurpurea* in almost all clades of MADS-box proteins (Fig. 7, supplementary table 2). The general organization for most clades was similar to previous comparative phylogenies^19,37^.

**Figure 7:**
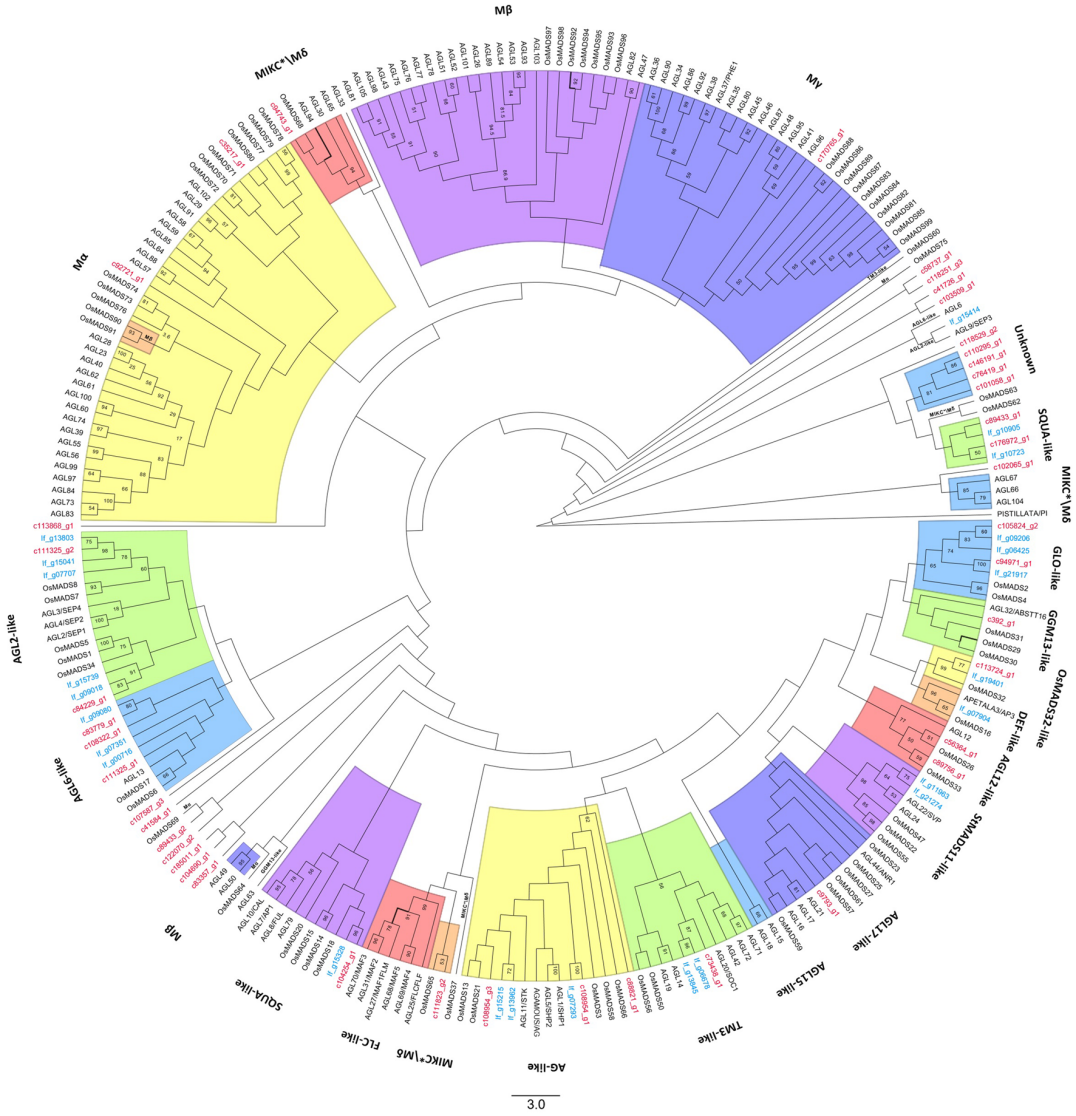
Phylogenetic analysis of MADS-box proteins from the *I. atropurpurea* transcriptome, *I. fulva, Arabidopsis* and rice. *I. atropurpurea* transcripts names are in red and *I. fulva* in light blue. Colours are for visual separation only. Sequences that were separated from their known clade have the name of their original clade written on the branch.

Of the *I. atropurpurea* MADS-box genes identified, 19 clustered with MIKCc, 2 with Mα, 0 with Mβ, 1 with Mγ, and 2 grouped with MIKC*/ Mδ-type genes. 

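Supplementary table 2 lists 28 *I. atropurpurea* transcripts. A MADS domain was found in 15 of the 19 MIKCc transcripts, in both Mα transcripts, in the Mγ transcript and in both MIKC*/Mδ transcripts. The other 4 MIKCc transcripts had a K domain. For 2 of them, c84229_g1 (AGL2-like, K domain E-value 8.5e-22) and c9793_g1 (AGL17-like, a contig of 210 bp, K domain E-value 7.6e-08), no part of the MADS profile was found. In c105824_g2 (GLO-like) and c104254_g1 (SQUA-like) the match began at position 38 of the profile, with MADS E-values of 0.046 and 0.00054. The Mγ transcript c170765_g1 matched positions 1 to 48 (E-value 3.5e-20) in an ORF of 132 codons that was open at both ends of its contig. Of the MIKC*/Mδ transcripts, c94743_g1 had a MADS E-value of 6.8e-26 and c111823_g2 of 1.7e-30. A K domain was also found in c111823_g2 (E-value 7.1e-08), and in none of the Mα and Mγ transcripts. The ORF with the MADS domain of c111823_g2 had 74 codons and ended 2 residues after that domain. The K domain of c111823_g2 was therefore in another ORF.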

Among the genes clustered with type II MIKCc MADS, we identified all 14 documented clades^19,37,38^), comprising representative genes of *Arabidopsis*, rice, and *I. fulva*. 

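Some proteins related to DEF end in a short sequence known as the paleoAP3 motif. Among the ORFs of the assembly, the motif was found in 1 transcript, c41584_g1, as YGSHDLRLA at residue 83 of an ORF of 91 codons in a contig of 451 bp. In the same ORFs read backwards it was found in 0 transcripts. The ORF was open at the 5′ end of the contig and no MADS or K domain was found in it. Among the transcripts outside supplementary table 2, c118529_g2 had the lowest MADS E-value (7.4e-28, positions 1 to 59 of the profile). Its ORF of 267 codons, with stops on both sides in a contig of 3176 bp, also had a K domain (E-value 3.2e-08) and ended in YGSQDLRLS. This variant was matched by a wider pattern of the motif that was chosen after the sequence had been seen. Over 87 aligned residues, the ORFs of c118529_g2 and c41584_g1 had 81.6% identical residues.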

*I. atropurpurea* had representative transcripts in 10 of the MIKC_C_ clades, except for FLC-like, AGL15-like, DEF-like and StMADS11-like. Similar to previous reports, FLC-like and AGL15-like clades consist only *Arabidopsis* genes, suggesting eudicot specific lineages^19,37,38,79^. Three groups consist *I. atropurpurea* sequences but lack *I. fulva* representatives, AGL12-like, AGL17-like, and GMM13-like. AGL17-like and GMM13-like are not supported by the bootstrap analysis. 

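The GGM13-like transcript c392_g1 is a contig of 289 bp. Its ORF matched all positions of the MADS profile (E-value 3.6e-31) and reached the end of the contig 28 residues after the domain, so that no K domain could be found.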

AGL12-like has three *I. atropurpurea* transcripts, and this clade was well supported. 

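Of the AGL12-like transcripts in supplementary table 2, c89756_g1 matched positions 1 to 58 of the MADS profile (E-value 1.6e-29). In c56364_g1 the match covered positions 28 to 58 (E-value 3.1e-11), in an ORF of 178 codons that was open at the 5′ end of the contig. The K domains of c89756_g1 and c56364_g1 had E-values of 2.4e-27 and 7.2e-31. A tree was made of *I. atropurpurea* sequences alone, from the ORFs of the 23 transcripts of supplementary table 2 with a MADS domain. The ORFs were aligned with MAFFT, and 1000 bootstrap resamplings of the alignment columns were analysed with FastTree under the JTT model. *Arabidopsis*, rice and *I. fulva* sequences were not used here. In this tree c89756_g1 and c56364_g1 grouped in 94.4% of the resamplings. When the other 3 transcripts with a MADS domain were added, they did so in 8.5%, and in the other trees that were made in 75.5% to 97.6%. Among the 3 added was c58737_g1, with an ORF of only 38 codons. Which of the 3 parted the pair was not tested.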

AGL12-like and AGL17-like genes are involved in root development^80,81^, and while the *I. atropurpurea* sequences were derived also from root tissue, the *I. fulva* transcriptome was based on floral and leaves tissues^19^. Four *I. atropurpurea* sequences were clustered alone in a well supported group (81%, designated “Unknown”). 

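The ORFs of the Unknown transcripts c76419_g1, c110295_g1, c146191_g1 and c101058_g1 began inside the MADS domain, at positions 25, 25, 26 and 37 of the profile, at the 5′ end of their contigs. The E-values of the domain were 2.2e-14, 2.4e-12, 1.6e-13 and 0.00022, in the same order. A K domain followed in c76419_g1, c110295_g1 and c101058_g1, while the contig of c146191_g1 ended after 208 bp. In the tree of *I. atropurpurea* sequences, the 3 Unknown transcripts with a MADS E-value of 1e-05 or less formed a group in 0 of 1000 bootstrap resamplings (0%, Wilson 95% confidence interval up to 0.383%). This stayed at 0% in alignment columns with a residue in at least 80% of the sequences, and with every transcript that had a MADS domain. With all 28 transcripts of supplementary table 2, an alternative chosen after the data had been seen, the 4 also grouped in 0% of the resamplings. In that tree c76419_g1, c101058_g1 and the TM3-like transcript c73438_g1 formed a group in 94.9% of the resamplings, which fell to 24.0% in the columns of the MADS domain alone. The join of c110295_g1 and c146191_g1 had 76.6% with the 23 transcripts, 47.7% with all 28 and between 46.9% and 81.2% over all trees. In the tree of all 28, the 2 MIKC*/Mδ transcripts, which supplementary table 2 puts in separate clusters, grouped in 0.4%. The other named groups had 57.5% to 99.3%. Over all trees, the support of these other groups ranged from 0.3% (Mα, with every transcript that had a MADS domain) to 99.8% (GLO-like, with ORFs from a methionine). In the tree with 0.3%, the 2 Mα transcripts formed a group with c102065_g1, which is outside supplementary table 2, in 65.7%. This group of 3 was chosen after the data had been seen. The ORF of c76419_g1 had 69.7% identical residues with that of c73438_g1 over 195 aligned residues, against 49.1% with c101058_g1 over 175. Between c110295_g1 and c146191_g1, 67.6% of 68 aligned residues were identical. From the group of 4 in its tree, the paper proposes that these sequences may come from genes unique to *I. atropurpurea*.

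**Figure D2:**
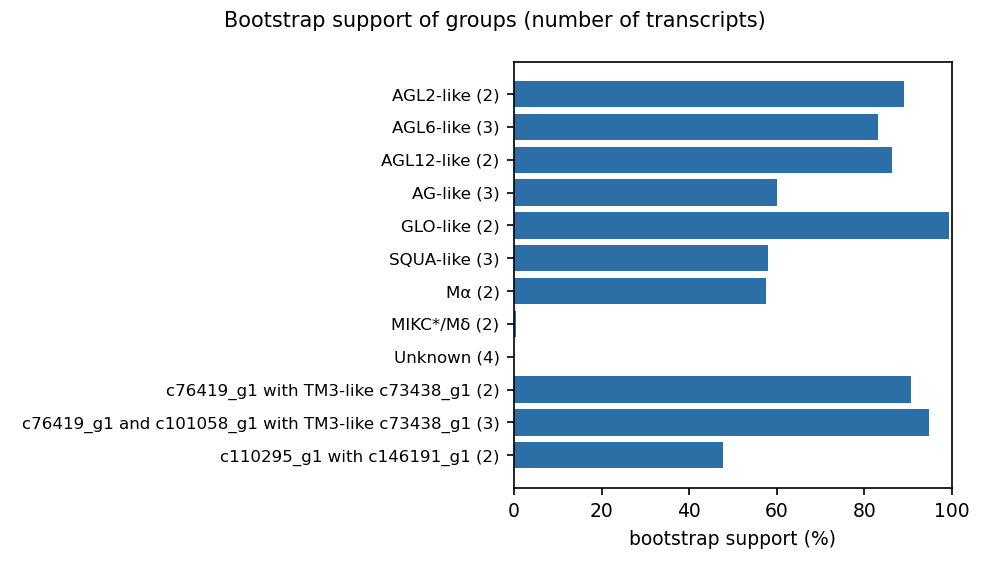
Bootstrap support, as percent of 1000 resamplings, of groups of *I. atropurpurea* transcripts in the tree of all 28 transcripts of supplementary table 2. The bar of the Unknown group, at 0%, has no length, and the last 3 bars are joins that were seen in the trees.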

These sequences might be of genes unique to *I. atropurpurea.*

Within most of the clades *I. atropurpurea*, *I. fulva* and rice grouped together and *Arabidopsis* sequences grouped together, suggesting a strong species and monocot/eudicot homology. In Arora et.al. *Arabidopsis* and rice also cluster together within the type I MADS clades^37^. Furthermore, a phylogeny of representative type I and II MADS-box genes from several distantly related plant species also showed similar monocot/eudicot separation within clades^33^.

#### R2R3-MYB genes

We found 256 transcripts in the *I. atropurpurea* transcriptome that were annotated as belonging to the MYB family by either trinity or PFAM. Sixty-seven of them were found to have the R2R3-MYB domain. 

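R2R3-MYB domains were searched with a profile of the joined R2 and R3 repeats. It was built from transcripts of supplementary table 3, from 12 and then 35 of them, and had 97 positions. Each of the 35 was found by a profile that left it out, the weakest with an E-value of 7.1e-18. At an E-value of 1e-05 or less and with at least 80% of the profile covered, 50 transcripts had the domain. Of these, 36 are among the 58 transcripts of supplementary table 3 and 14 are not. With at least 50% covered there were 70 transcripts, 45 of them in the table. With only the longest ORF of the longest isoform there were 29, and with any part of the profile, an alternative chosen after the data had been seen, 99.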

The rest of the transcripts most likely belong to other MYB groups such as R1-MYB, MYB-like proteins, etc., and some might also be incomplete sequences.

To create the phylogenetic tree, we aligned the transcripts against R2R3-MYB sequences from *Arabidopsis,* rice, and *I. Fulva* (Fig. 8, supplementary table 3). R3-MYB (R1R2R3) is another major MYB type, that was either the origin of R2R3-MYBs in plants^82^ or evolved from R2R3-MYB^83^, and was also included in the phylogenetic analysis. To analyze the tree, we mainly followed the classification made by Ballerini et al., which consist *Iris* sequences^19^. The organization of the clades in the dendrogram corresponds with that in Ballerini et al., with 26 of the groups supported by bootstrap (> 50%). Several groups showed differences from the phylogeny in Ballerini et al., mostly in the form of a sequence clustered to a different clade, and in most cases not supported by bootstrap. Some major differences were observed for example in group 10, which was separated into 2 clades in our analysis, one with the *Arabidopsis* sequences and one with rice. Similar separation was found in Du et.al., in which the rice sequences are in a separated clade with *Zea Maize*, designated as S42^84^. In our tree, group 16 was also separated into 2 clades, in accordance with other published MYB trees^42,84^.

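The transcript that supplementary table 3 puts in group 16, c19471_g1, is a contig of 327 bp whose ORF of 108 codons was open at both ends. It covered 92.8% of the R2R3-MYB profile, with an E-value of 7.2e-37.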

**Figure 8:**
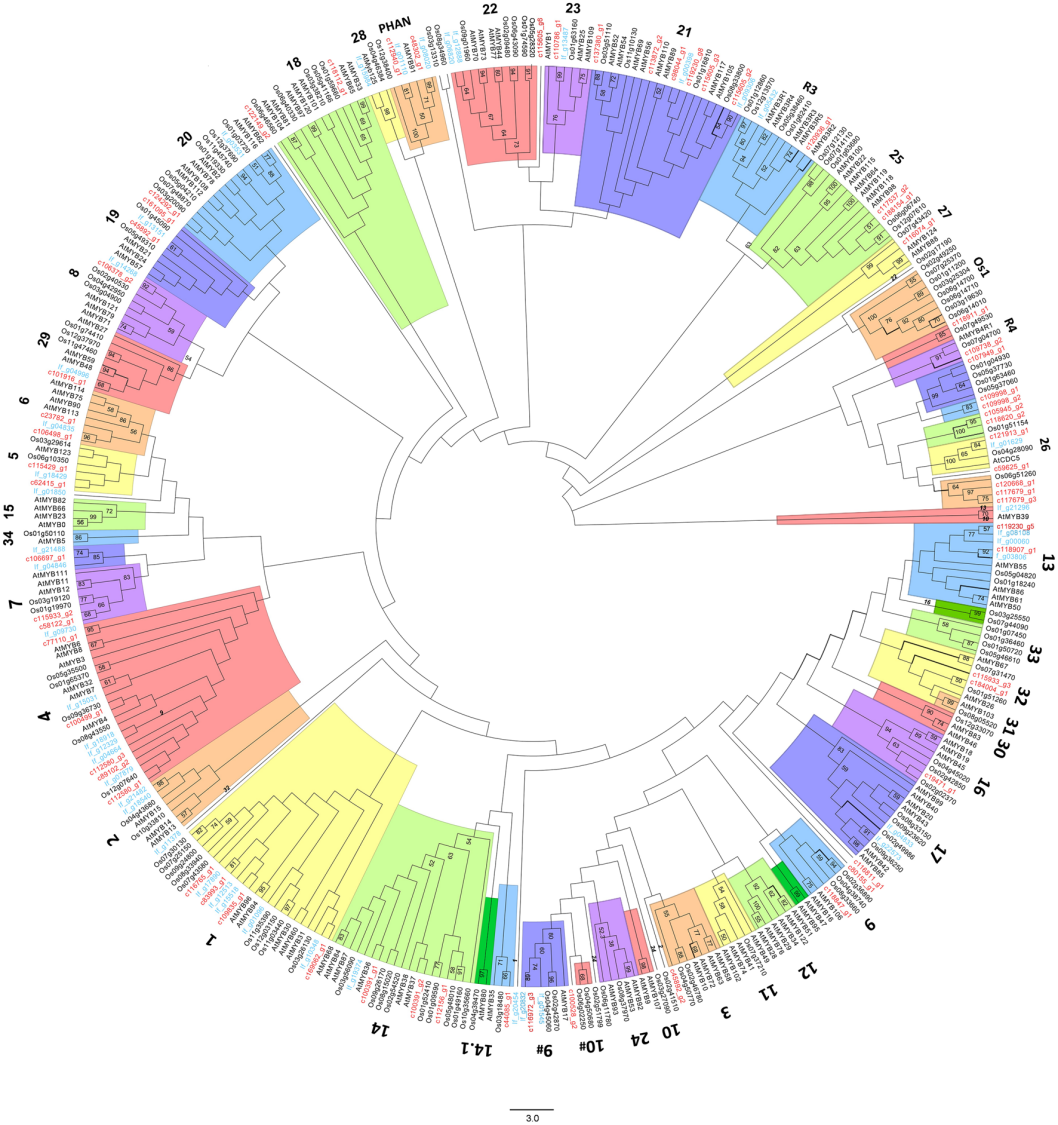
Phylogenetic analysis of R2R3-MYB proteins from the *Iris* transcriptome (highlighted in red), *I. fulva (If), Arabidopsis,* encoded by *AtMYB*, and rice (Oryza sativa, Os). *I. atropurpurea* transcripts names are in red. Colours are for visual separation only.

Fourteen groups of R2R3-MYB genes in the phylogenetic tree lack *I. atropurpurea* representatives, whereas in nine of them *I. fulva* representatives were also lacking, suggesting gene lineages that might not exist in Irises (11, 12, 15, 24, 30, 31, 33, 34, and Os1). Consistent with previous phylogenetic studies, groups 12 and 15 also lack rice representatives, suggesting eudicot specific lineages^19,42^. A comparative analysis of R2R3-MYBs from 50 major eukaryotic lineages showed that group 12 consists only of *Arabidopsis* sequences and that group 15 consists only of eudicot species^84^. Genes in these groups have been shown to control trichome initiation in shoots, root hair patterning, and Cruciferae-specific glucosinolate biosynthesis^41,43,85^. Two of the groups lacking representatives from *Iris*, 33 and Os1, consist only rice genes. Genes from group 33 were previously designated in a monocot-specific clade together with corn (*Zea maize*) sequences^84^. Several groups had only *I. atropurpurea* representatives, lacking *I. fulva,* and vice versa. In addition, in contrast with our expectations, only in a few of groups *I. atropurpurea* and *I. fulva* clustered together within the clade. These observations further support the phylogenetic distance between the two species.

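Supplementary table 3 puts 9 of its 58 transcripts in groups without a number or name, of which 7 stand beside rice sequences. None of the 9 had an R2R3-MYB domain with at least 80% of the profile covered, against 36 of the 49 transcripts in numbered or named groups (Fisher's exact test, two-sided, p = 4.7e-05). With any part of the profile, a criterion chosen after the data had been seen, none of the 9 and all 49 passed an E-value of 1e-05 (Fisher's exact test, two-sided, p = 9.4e-11). The profile was built from 35 transcripts of the numbered and named groups, so that neither test is independent of this grouping. Each of the 35 was still found by a profile that left it out. The 9 were not short, as the median length of their longest ORF was 561 codons, against 178 codons in the other 49. The longest ORFs of the 9 had between 186 and 702 codons. Beside Os01g51154, c105945_g2 and c118620_g2 matched positions 2 to 37 with E-values of 0.014 and 0.018. Beside Os06g51260, c117679_g3 had an E-value of 3, c120668_g1 of 3.4, and c117679_g1 had no match. The E-value of c118911_g1 was 0.15 and that of c107949_g1 was 0.65.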

We found two new (bootstrap supported) subgroups consisting only rice and *I. atropurpurea* sequences. Previous phylogenetic studies in other plant species also identified new R2R3-MYB subgroups with no *A. thaliana* representatives. These subgroups might represent genes with specialized functions which were either lost in *Arabidopsis* or obtained after the divergence from the last common ancestor^19,86^. 

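The transcripts c109998_g1 and c109998_g2, which supplementary table 3 lists without sequences of other species, had ORFs of up to 589 and 562 codons. With the R2R3-MYB profile, c109998_g1 matched positions 1 to 48 of 97 (E-value 0.0014) and c109998_g2 positions 2 to 46 (E-value 0.00072), which is less than 50% of the profile in both.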

Several *I. atropurpurea* sequences did not cluster together with R2R3-MYBs from any other species, including *I. fulva*. This suggests that these MYB genes might have been acquired in *I. atropurpurea* after divergence within the *Iris* group.

Other MYB and MADS gene groups, which were not identified in our transcriptome, could be genes that were not conserved in irises. Alternatively, these genes might be expressed in earlier stages of flowering initiation, before the appearance of buds^45^, and thus undetected in the transcriptome. In *Iris lortetii*, it was shown that flower organs genes are mostly expressed in an early stage, about two months before stem elongation, when the flower meristem is hidden in the rhizome^45^. Possibly this is the stage when more flower development genes can be found; however, this stage was not sampled in this study and will be explored in further research.

### Development and characterization of cDNA-derived SSR markers

For the development of new molecular markers, we used all of the 258,466 contigs, generated in this study, to mine potential microsatellites. We defined microsatellites as di- to hexanucleotide SSR with a minimum of four repetitions for all motifs. We identified 1,503 potential SSRs in 1,241 contigs, of which 263 sequences contained more than one SSR. 

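Perfect repeats of units of 2 to 6 bp with at least 4 complete units were listed in all contigs, on the strand as deposited, leaving out units that are themselves repeats of a shorter one. This gave 112769 SSRs in 75655 contigs (29.3% of the contigs), of which 24350 contained more than 1 SSR. There was an SSR for every 1490.2 bp of assembly. With at least 5 units there were 37138 SSRs in 31072 contigs. The alternative that moved the count most, at least 4 units and 20 bp, gave 5964 SSRs in 5757 contigs, of which 197 had more than 1.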

Only 164 of the contigs containing SSRs had annotation and were annotated to 115 genes. We assessed the frequency, type, and distribution of the potential SSRs (Fig. 9). The SSRs included 924 (61.5%) di-nucleotide motifs, 396 (26.4%) tri-nucleotide motifs, 173 (11.5%) tetra-nucleotide motifs, 10 (0.7%) penta-nucleotide motifs, and zero (0%) hexa-nucleotide motifs. 

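By unit length there were 75816 di-nucleotide SSRs (67.2%, exact 95% confidence interval 67.0% to 67.5%), 33518 tri-nucleotide (29.7%), 1944 tetra-nucleotide (1.72%), 773 penta-nucleotide (0.685%) and 718 hexa-nucleotide SSRs (0.637%). Counted with motifs that are themselves repeats of a shorter motif, such as GAGA, the tetra-nucleotide share was 7.60%. Of the di-nucleotide SSRs, 68.8% had 4 units and 13.4% had 5. There were 375 with 11 units and 7 with 12.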

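With a motif and its reverse complement taken as 1 type, the SSRs had 8 di-nucleotide, 30 tri-nucleotide, 114 tetra-nucleotide, 226 penta-nucleotide and 402 hexa-nucleotide types. With all starting points of a repeat also counted as 1 class, these were 4, 10, 32, 86 and 190 classes. The most abundant tetra-nucleotide classes were AAAT with 452 SSRs, AAAG with 315 and AAAC with 140. Among penta-nucleotides they were AAAAG with 102, AAAAT with 94 and AGAGG with 68, and among hexa-nucleotides AAAAAG with 20, ACCTCC with 19 and AAGAGG with 17.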

The di-, tri-, tetra- and penta-nucleotide repeats had 8, 30, 37 and 9 types of motifs, respectively. 

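Among the di-nucleotide SSRs, 20682 were read as GA/TC (18.3% of all SSRs) and 18313 as AG/CT (16.2%), which are the same repeat read from its other base. Together these 38995 SSRs made up 51.4% of the di-nucleotide SSRs. AT/AT was read in 11590 SSRs (10.3%) and TA/TA in 10991 (9.75%), 22581 together. The third class, CA/TG with AC/GT, had 13223 SSRs.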

The most abundant di-nucleotide type was GA/TC (254, 16.9%), followed by AG/CT (197, 13.1%) and AT/AT (159, 10.6%). The most abundant tri-nucleotide repeat type was TTC/GAA (37, 2.5%).

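TTC/GAA was read in 3222 SSRs (2.86% of all SSRs, exact 95% confidence interval 2.76% to 2.96%), followed by CTC/GAG in 2757 and GGA/TCC in 2676. By class, AAG was first with 8255 tri-nucleotide SSRs, AGG second with 7363, followed by AGC with 3886.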

**Figure 9:**
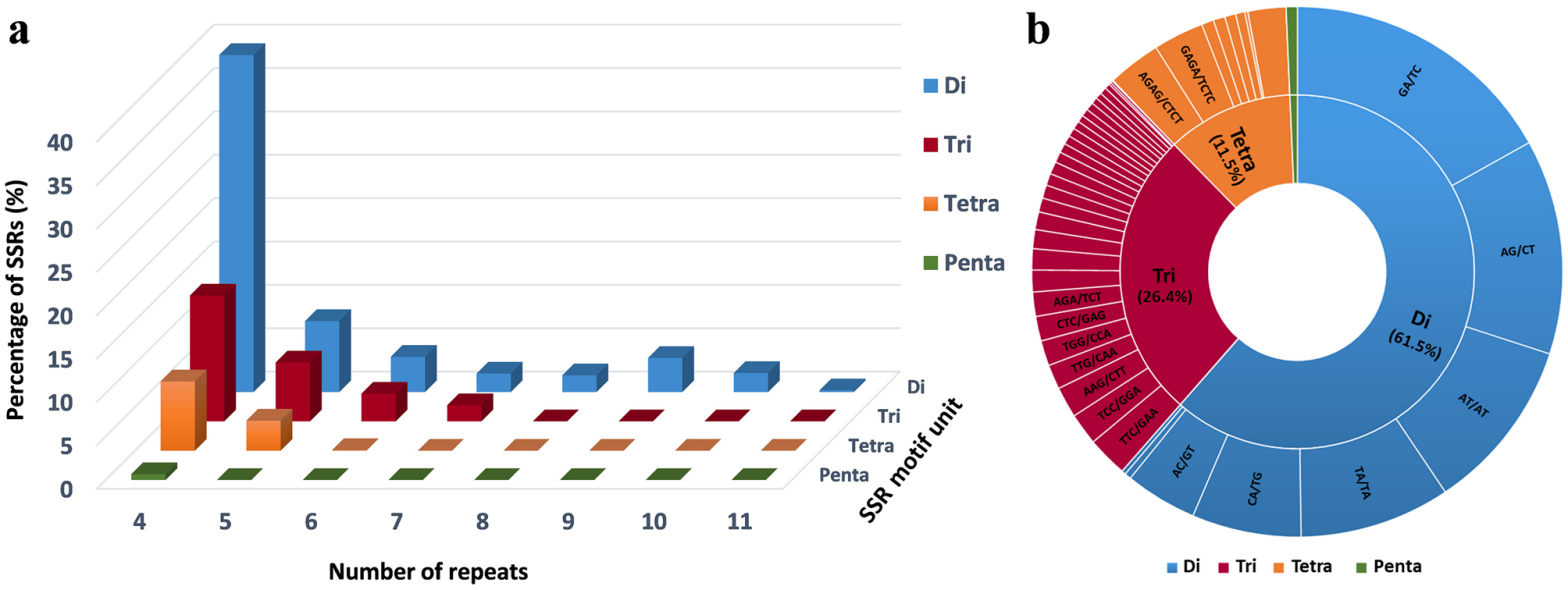
Characterization of SSRs loci found in *Iris* transcriptome. (**a**) Distribution of SSR motif repeat numbers and relative frequency. (**b**) Frequency distribution of SSRs based on motif sequence types.

Di-nucleotide SSRs are usually more common in genomic sequences, whereas tri-nucleotide SSRs are more common in RNA sequences^87–90^. Also, tri-nucleotide repeats are more abundant than dinucleotide repeats in plants^87^. However, in our SSRs, the di-nucleotide repeat type was the most abundant motif detected of all repeat lengths. 

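The order of di- and tri-nucleotide SSRs depended on the minimum length. At 4 units a di-nucleotide SSR has 8 bp and a tri-nucleotide SSR has 12 bp. With at least 12 bp for both, 13504 di-nucleotide SSRs were left, fewer than the tri-nucleotide SSRs, all of which have that length. With at least 18 bp there were 4834 di-nucleotide and 5742 tri-nucleotide SSRs, and with at least 20 bp 2134 and 1783. These lengths are of complete units, so that 20 bp is 10 units of a di-nucleotide but 21 bp or more for a tri-nucleotide. With incomplete last units included, the longest contigs of the transcripts held 1306 di-nucleotide and 1796 tri-nucleotide runs of 20 bp or more, so tri-nucleotide runs were also more frequent at that length. Of the runs of 20 to 24 bp there, 93.6% of the di-nucleotide and 78.2% of the tri-nucleotide ones were within 5 bp of a contig end. To compare with chance, 20 random assemblies with the same contig lengths and neighbouring bases were drawn for the longest contig of each transcript. These contigs held 48970 di-nucleotide SSRs against a mean of 13054 in the random assemblies (12869 to 13234), a ratio of 3.75. For tri-nucleotide SSRs it was 21016 against 378 (347 to 418), a ratio of 55.6. In transcripts with an ORF of at least 100 codons, 49.5% of di-nucleotide and 77.9% of tri-nucleotide SSRs were inside the longest ORF, which held 63.6% of the bases. The odds ratio was 0.278 (Fisher's exact test, two-sided, p = 1e-300 or less).

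**Figure D3:**
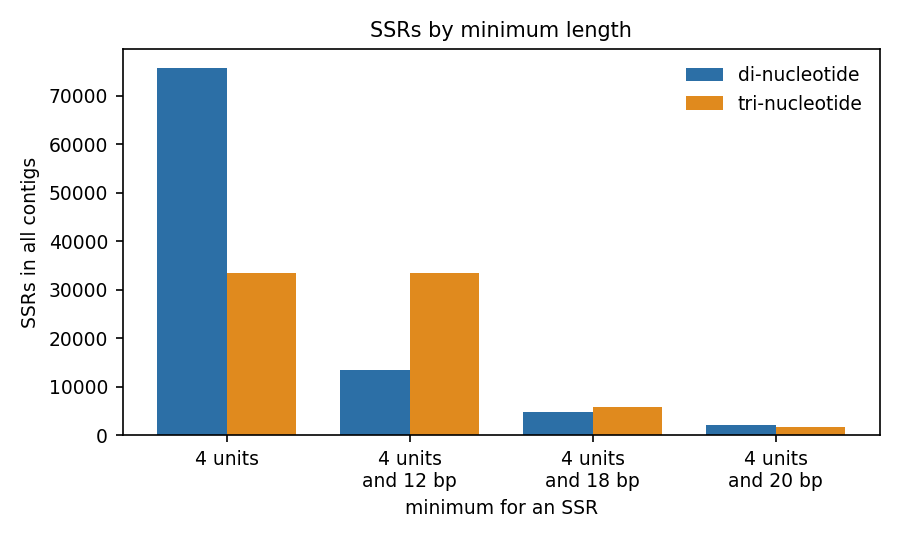
Number of di-nucleotide and tri-nucleotide SSRs in all contigs under 4 minimum lengths. The di-nucleotide bar is the higher one with 4 units alone and with 20 bp, and the tri-nucleotide bar with 12 bp and 18 bp. At 20 bp the bars are not at an equal length, as complete tri-nucleotide units then reach at least 21 bp.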

A higher number of di-nucleotide repeats in RNA sequences has been reported in Louisiana irises^91^, and in other plants such as rubber trees^92^ and *Cajanus cajan* (pigeonpea)^93^. The most abundant di- and tri-nucleotide motifs in *I. atropurpurea* were GA/TC and TTC/GAA, respectively. These results were also coincident with SSRs developed for Louisiana irises, in which the most abundant di- and tri-nucleotide motifs are AG/CT and AAG/CTT^91^.

Until now, SSRs in irises were reported only for Louisiana and Japanese irises^91,94^; however, these SSRs were not transferable to *Oncocyclus* irises (Y. Sapir, un-published). The relatively large set of SSRs obtained from the *I. atropurpurea* transcriptome may enable development of markers for population genetic studies in the Royal Irises.

## Conclusions

In this study, we reported a comprehensive characterization of the transcriptome of *Iris atropurpurea*, an important emerging model for understanding evolutionary processes^3,10–17^. Although transcriptome based on a single replication cannot enable gene expression analysis and extensive biological conclusions, the *Iris* transcriptome established in this study provides a useful database that will increase the molecular resources for the Royal Irises. These resources are currently available only for other iris species^91,94^, which despite belonging to the same genus, they are quite distant from the Royal Irises, hence not easily transferable. In the past decade, many studies have been using transcriptome de novo sequencing and assembly to generate a fundamental source of data for biological research^19,20,95–97^. We generated a substantial number of transcript sequences that can be used for the discovery of novel genes, and specifically genes involved in flower development in irises.

While we did not perform a complete analysis of MADS and R2R3 MYB evolution, we mainly aimed to identify flower development genes and classify their function, and thus provide a framework for the *Iris* genes sequenced in this study. The numerous SSR markers identified will enable the construction of genetic maps and answering important questions in population genetics and conservation. Although genetic studies are still in their early stages in the Royal Irises, we believe that our transcriptome will significantly support and encourage future evolutionary-genetic research in this ecologically important group.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

Sequences generated in this study were deposited in NCBI’s Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) under the GEO accession number GSE121786.

## References

[1] Matthews V (1997). A guide to species irises: Their identification and cultivation. Edinb. J. Bot..

[2] Makarevitch I, Golovnina K, Scherbik S, Blinov A (2003). Phylogenetic relationships of the siberian *Iris* species inferred from noncoding chloroplast DNA sequences. Int. J. Plant Sci..

[3] Wilson CA, Padiernos J, Sapir Y (2016). The royal irises (*Iris* subg. Iris sect. *Oncocyclus*): Plastid and low-copy nuclear data contribute to an understanding of their phylogenetic relationships. Taxon.

[4] Shmida A, Pollak G (2007). Red Data Book: Endangered Plants of Israel.

[5] Sapir Y, Shmida A (2002). Species concepts and ecogeographical divergence of *Oncocyclus* irises. Israel J. Plant Sci..

[6] Avishai M, Zohary D (1977). Chromosomes in the *Oncocyclus* Irises. Bot. Gaz..

[7] Rice A (2015). The chromosome counts database (CCDB)—a community resource of plant chromosome numbers. New Phytol..

[8] Kentner EK, Arnold ML, Wessler SR (2003). Characterization of high-copy-number retrotransposons from the large genomes of the louisiana *iris* species and their use as molecular markers. Genetics.

[9] Avishai M, Zohary D (1980). Genetic affinities among the *Oncocyclus* irises. Botan. Gaztte.

[10] Arafeh RM (2002). Patterns of genetic and phenotypic variation in Iris haynei and *I. atrofusca* (Iris sect. Oncocyclus the royal irises) along an ecogeographical gradient in Israel and the West Bank. Mol. Ecol..

[11] Dorman M, Sapir Y, Volis S (2009). Local adaptation in four *Iris* species tested in a common-garden experiment. Biol. J. Lin. Soc..

[12] Lavi R, Sapir Y (2015). Are pollinators the agents of selection for the extreme large size and dark color in *Oncocyclus* irises?. New Phytol..

[13] Sapir Y, Mazzucco R (2012). Post-zygotic reproductive isolation among populations of *Iris atropurpurea*: the effect of spatial distance among crosses and the role of inbreeding and outbreeding depression in determining niche width. Evol. Ecol. Res..

[14] Sapir Y, Shmida A, Ne'eman G (2005). Pollination of *Oncocyclus* irises (*Iris*: Iridaceae) by night-sheltering male bees. Plant Biol..

[15] Sapir Y, Shmida A, Ne'eman G (2006). Morning floral heat as a reward to the pollinators of the *Oncocyclus* irises. Oecologia.

[16] Volis S, Blecher M, Sapir Y (2010). Application of complex conservation strategy to *Iris atrofusca* of the Northern Negev, Israel. Biodivers. Conserv..

[17] Yardeni G, Tessler N, Imbert E, Sapir Y (2016). Reproductive isolation between populations of *Iris atropurpurea* is associated with ecological differentiation. Ann. Botany.

[18] Jain M (2011). A next-generation approach to the characterization of a non-model plant transcriptome. Curr. Sci..

[19] Ballerini ES, Mockaitis K, Arnold ML (2013). Transcriptome sequencing and phylogenetic analysis of floral and leaf MIKC(C) MADS-box and R2R3 MYB transcription factors from the monocot *Iris fulva*. Gene.

[20] Tian S (2015). Transcriptome profiling of louisiana iris root and identification of genes involved in lead-stress response. Int. J. Mol. Sci..

[21] Gu C-S (2017). De novo characterization of the Iris lactea var. chinensis transcriptome and an analysis of genes under cadmium or lead exposure. Ecotoxicol. Environ. Saf..

[22] Gu C (2018). De novo sequencing, assembly, and analysis of Iris lactea var. chinensis roots’ transcriptome in response to salt stress. Plant Physiol. Biochem..

[23] Wilson CA (2011). Subgeneric classification in *Iris* re-examined using chloroplast sequence data. Taxon.

[24] Wilson CA (2014). The complete plastid genome sequence of *Iris gatesii* (section *Oncocyclus*), a bearded species from southeastern Turkey. Aliso.

[25] Sapir Y (2016). Iris atropurpurea.

[26] Sapir Y, Shmida A, Fragman O (2003). Constructing red numbers for setting conservation priorities of endangered plant species: Israeli flora as a test case. J. Nat. Conserv..

[27] Watts S, Sapir Y, Segal B, Dafni A (2013). The endangered *Iris atropurpurea* (Iridaceae) in Israel: Honey-bees, night-sheltering male bees and female solitary bees as pollinators. Ann. Bot..

[28] Heijmans K, Morel P, Vandenbussche M (2012). MADS-box genes and floral development: The dark side. J. Exp. Bot..

[29] Glover B (2014). Understanding Flowers and Flowering.

[30] Par̆enicová, L. (2003). Molecular and phylogenetic analyses of the complete MADS-box transcription factor family in Arabidopsis. New Openings MADS World.

[31] De Bodt S (2003). Genomewide structural annotation and evolutionary analysis of the type I MADS-box genes in plants. J. Mol. Evol..

[32] Gramzow L, Ritz MS, Theißen G (2010). On the origin of MADS-domain transcription factors. Trends Genet..

[33] Gramzow L, Theissen G (2010). A hitchhiker's guide to the MADS world of plants. Genome Biol..

[34] Henschel K (2002). Two ancient classes of MIKC-type MADS-box genes are present in the moss Physcomitrella patens. Mol. Biol. Evol..

[35] Schwarz-Sommer Z, Huijser P, Nacken W, Saedler H, Sommer H (1990). Genetic control of flower development by homeotic genes in *Antirrhinum majus*. Science.

[36] Coen ES, Meyerowitz EM (1991). The war of the whorls: Genetic interactions controlling flower development. Nature.

[37] Arora R (2007). MADS-box gene family in rice: Genome-wide identification, organization and expression profiling during reproductive development and stress. BMC Genom..

[38] Becker A, Theißen G (2003). The major clades of MADS-box genes and their role in the development and evolution of flowering plants. Mol. Phylogenet. Evol..

[39] De Bodt S, Raes J, Van de Peer Y, Theißen G (2003). And then there were many: MADS goes genomic. Trends Plant Sci..

[40] Stracke R, Werber M, Weisshaar B (2001). The R2R3-MYB gene family in Arabidopsis thaliana. Curr. Opin. Plant Biol..

[41] Dubos C (2010). MYB transcription factors in Arabidopsis. Trends Plant Sci..

[42] Yanhui C (2006). The MYB transcription factor superfamily of arabidopsis: Expression analysis and phylogenetic comparison with the rice MYB family. Plant Mol. Biol..

[43] Ambawat S, Sharma P, Yadav NR, Yadav RC (2013). MYB transcription factor genes as regulators for plant responses: An overview. Physiol. Mol. Biol. Plants.

[44] Du H (2009). Biochemical and molecular characterization of plant MYB transcription factor family. Biochem. Mosc..

[45] Perl A (1984). The control of flowering and the in vitro propagation of Iris lortetii M. Sc. thesis.

[46] Grabherr MG (2011). Full-length transcriptome assembly from RNA-Seq data without a reference genome. Nat. Biotechnol..

[47] Gurevich A, Saveliev V, Vyahhi N, Tesler G (2013). QUAST: Quality assessment tool for genome assemblies. Bioinformatics.

[48] Simão FA, Waterhouse RM, Ioannidis P, Kriventseva EV, Zdobnov EM (2015). BUSCO: Assessing genome assembly and annotation completeness with single-copy orthologs. Bioinformatics.

[49] Li B, Dewey CN (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinform..

[50] El-Gebali S (2018). The Pfam protein families database in 2019. Nucleic Acids Res..

[51] Altschul SF, Gish W, Miller W, Myers EW, Lipman DJ (1990). Basic local alignment search tool. J. Mol. Biol..

[52] Huerta-Cepas J (2017). Fast genome-wide functional annotation through orthology assignment by eggNOG-mapper. Mol. Biol. Evol..

[53] Huerta-Cepas J (2019). eggNOG 5.0: A hierarchical, functionally and phylogenetically annotated orthology resource based on 5090 organisms and 2502 viruses. Nucleic Acids Res..

[54] Tian F, Yang D-C, Meng Y-Q, Jin J, Gao G (2019). PlantRegMap: Charting functional regulatory maps in plants. Nucleic Acids Res..

[55] Wernersson R (2006). Virtual Ribosome—a comprehensive DNA translation tool with support for integration of sequence feature annotation. Nucleic Acids Res..

[56] Capella-Gutiérrez S, Silla-Martínez JM, Gabaldón T (2009). trimAl: A tool for automated alignment trimming in large-scale phylogenetic analyses. Bioinformatics (Oxford, England).

[57] Thompson JD, Higgins DG, Gibson TJ (1994). CLUSTAL W: Improving the sensitivity of progressive multiple sequence alignment through sequence weighting, position-specific gap penalties and weight matrix choice. Nucleic Acids Res..

[58] Kumar S, Stecher G, Li M, Knyaz C, Tamura K (2018). MEGA X: Molecular evolutionary genetics analysis across computing platforms. Mol. Biol. Evol..

[59] Jones DT, Taylor WR, Thornton JM (1992). The rapid generation of mutation data matrices from protein sequences. Bioinformatics.

[60] Rambaut, A. FigTree, a graphical viewer of phylogenetic trees. (2007).

[61] Barker MS (2010). EvoPipes. net: Bioinformatic tools for ecological and evolutionary genomics. Evol. Bioinform..

[62] Bou Dagher-Kharrat M (2013). Nuclear DNA C-values for biodiversity screening: Case of the Lebanese flora. Plant Biosyst..

[63] Samad NA (2020). Genome size evolution and dynamics in iris, with special focus on the section oncocyclus. Plants.

[64] Mudalkar S, Golla R, Ghatty S, De Reddy AR (2014). novo transcriptome analysis of an imminent biofuel crop, *Camelina sativa* L. using Illumina GAIIX sequencing platform and identification of SSR markers. Plant Mol. Biol..

[65] Yu C, Xu S, Yin Y (2016). Transcriptome analysis of the Taxodium ‘Zhongshanshan 405’roots in response to salinity stress. Plant Physiol. Biochem..

[66] Lehti-Shiu MD, Shiu S-H (2012). Diversity, classification and function of the plant protein kinase superfamily. Philos. Trans. R. Soc. B Biol. Sci..

[67] Filipovska A, Rackham O (2013). Pentatricopeptide repeats. RNA Biol..

[68] Lurin C (2004). Genome-wide analysis of Arabidopsis pentatricopeptide repeat proteins reveals their essential role in organelle biogenesis. Plant Cell.

[69] Barkan A, Small I (2014). Pentatricopeptide repeat proteins in plants. Annu. Rev. Plant Biol..

[70] Morohashi K (2007). Participation of the Arabidopsis bHLH factor GL3 in trichome initiation regulatory events. Plant Physiol..

[71] Zhao M, Morohashi K, Hatlestad G, Grotewold E, Lloyd A (2008). The TTG1-bHLH-MYB complex controls trichome cell fate and patterning through direct targeting of regulatory loci. Development.

[72] Duek PD, Fankhauser C (2005). bHLH class transcription factors take centre stage in phytochrome signalling. Trends Plant Sci..

[73] Vera-Sirera F (2015). A bHLH-based feedback loop restricts vascular cell proliferation in plants. Dev. Cell.

[74] Zimmermann IM, Heim MA, Weisshaar B, Uhrig JF (2004). Comprehensive identification of *Arabidopsis thaliana* MYB transcription factors interacting with R/B-like BHLH proteins. Plant J..

[75] Goff SA, Cone KC, Chandler VL (1992). Functional analysis of the transcriptional activator encoded by the maize B gene: Evidence for a direct functional interaction between two classes of regulatory proteins. Genes Dev..

[76] Ramsay NA, Glover BJ (2005). MYB–bHLH–WD40 protein complex and the evolution of cellular diversity. Trends Plant Sci..

[77] Honma T, Goto K (2001). Complexes of MADS-box proteins are sufficient to convert leaves into floral organs. Nature.

[78] Theißen G, Saedler H (2001). Floral quartets. Nature.

[79] Zhao T (2006). Characterization and expression of 42 MADS-box genes in wheat (*Triticum aestivum* L.). Mol. Genet. Genom..

[80] Tapia-López R (2008). An AGAMOUS-related MADS-box gene, XAL1 (AGL12), regulates root meristem cell proliferation and flowering transition in Arabidopsis. Plant Physiol..

[81] Zhang H, Forde BG (1998). An Arabidopsis MADS box gene that controls nutrient-induced changes in root architecture. Science.

[82] Rosinski JA, Atchley WR (1998). Molecular evolution of the Myb family of transcription factors: Evidence for polyphyletic origin. J. Mol. Evol..

[83] Jiang C, Gu J, Chopra S, Gu X, Peterson T (2004). Ordered origin of the typical two- and three-repeat Myb genes. Gene.

[84] Du H (2015). The evolutionary history of R2R3-MYB proteins across 50 eukaryotes: New insights into subfamily classification and expansion. Sci. Rep..

[85] Li Y (2013). Novel insights into the function of Arabidopsis R2R3-MYB transcription factors regulating aliphatic glucosinolate biosynthesis. Plant Cell Physiol..

[86] Wilkins O, Nahal H, Foong J, Provart NJ, Campbell MM (2009). Expansion and diversification of the <em>Populus</em> R2R3-MYB family of transcription factors. Plant Physiol..

[87] Varshney RK, Graner A, Sorrells ME (2005). Genic microsatellite markers in plants: Features and applications. Trends Biotechnol..

[88] Thiel T, Michalek W, Varshney R, Graner A (2003). Exploiting EST databases for the development and characterization of gene-derived SSR-markers in barley (*Hordeum vulgare* L.). Theor. Appl. Genet..

[89] Varshney RK, Thiel T, Stein N, Langridge P, Graner A (2002). In silico analysis on frequency and distribution of microsatellites in ESTs of some cereal species. Cell. Mol. Biol. Lett..

[90] Luo M (2005). Generation of expressed sequence tags (ESTs) for gene discovery and marker development in cultivated peanut. Crop Sci..

[91] Tang S (2009). EST and EST-SSR marker resources for *Iris*. BMC Plant Biol..

[92] Li D, Deng Z, Qin B, Liu X, Men ZD (2012). novo assembly and characterization of bark transcriptome using Illumina sequencing and development of EST-SSR markers in rubber tree (Hevea brasiliensis Muell. Arg.). BMC Genom..

[93] Raju NL (2010). The first set of EST resource for gene discovery and marker development in pigeonpea (*Cajanus cajan* L). BMC Plant Biol..

[94] Sun MZ (2012). Genomic and EST-derived microsatellite markers for *Iris laevigata* (Iridaceae) and other congeneric species. Am. J. Bot..

[95] Meyer E (2009). Sequencing and de novo analysis of a coral larval transcriptome using 454 GSFlx. BMC Genom..

[96] Zhang J (2012). De novo assembly and characterisation of the transcriptome during seed development, and generation of genic-SSR markers in Peanut (*Arachis hypogaea* L.). BMC Genom..

[97] Kamenetsky R (2015). Integrated transcriptome catalogue and organ-specific profiling of gene expression in fertile garlic (*Allium sativum* L.). BMC Genom..

# Supplementary material for: De novo transcriptome characterization of Iris atropurpurea (the Royal Iris) and phylogenetic analysis of MADS-box and R2R3-MYB gene families
**Source:** Sci Rep. 2021 Aug 10;11:16246. doi: 10.1038/s41598-021-95085-5
**Supplement:** Supplementary file 2 — Supplementary Information 2.

# ***De novo* Transcriptome Characterization of *Iris atropurpurea* (the Royal Iris) and Phylogenetic Analysis of MADS-box and R2R3-MYB Gene Families**

Yamit Bar-Lev <sup>1\*</sup>, Esther Senden <sup>1</sup>, Metsada Pasmanik-Chor <sup>2</sup>, and Yuval Sapir <sup>1</sup>

**Supplementary table 1.** Summary of transcripts annotations.

| <b>Data base</b> | <b>No. of transcripts</b> |
|------------------|---------------------------|
| UniProt          | 28,708                    |
| GO               | 12,623                    |
| COG              | 22,564                    |
| PFAM             | 17,385                    |
| TF               | 1,021                     |
| Total            | 33,033                    |

**Supplementary table 2.** Phylogenetic analysis of MADS-box genes

| Group      | Support | Arabidopsis  |           | Rice     |                | Iris fulva |          | Iris atropurpurea |
|------------|---------|--------------|-----------|----------|----------------|------------|----------|-------------------|
|            |         | Name         | LOC ID    | Name     | LOC ID         | Isogroup   | GenBank  | Transcript name   |
| AG2-like   | 0.3     | AGL2/SEP1    | At5g15800 | OsMADS1  | LOC_Os03g11614 | If_g07707  | JW988048 | c111325_g2        |
|            |         | AGL3/SEP4    | At2g03710 | OsMADS34 | LOC_Os03g54170 | If_g09018  | JW988050 | c84229_g1         |
|            |         | AGL4/SEP2    | At3g02310 | OsMADS5  | LOC_Os06g06750 | If_g13803  | JW988056 |                   |
|            |         |              |           | OsMADS7  | LOC_Os08g41950 | If_g15041  | JW988059 |                   |
|            |         |              |           | OsMADS8  | LOC_Os09g32948 | If_g15739  | JW988063 |                   |
| AG6-like   | 0       | AGL13        | At3g61120 | OsMADS17 | LOC_Os04g49150 | If_g00716  | JW988043 | c108322_g1        |
|            |         |              |           | OsMADS6  | LOC_Os02g45770 | If_g07351  | JW988047 | c111325_g1        |
|            |         |              |           |          |                | If_g09080  | JW988051 | c83779_g1         |
| AGL12-like | *77     | AGL12        | At1g71692 | OsMADS26 | LOC_Os08g02070 |            |          | c56364_g1         |
|            |         |              |           | OsMADS33 | LOC_Os12g10520 |            |          | c89756_g1         |
| AGL15-like | *66     | AGL15        | At5g13790 |          |                |            |          |                   |
|            |         | AGL18        | At3g57390 |          |                |            |          |                   |
| AGL17-like | 18      | AGL16        | At3g57230 | OsMADS23 | LOC_Os08g33488 |            |          | c9793_g1          |
|            |         | AGL17        | At2g22630 | OsMADS25 | LOC_Os04g23910 |            |          |                   |
|            |         | AGL21        | At4g37940 | OsMADS27 | LOC_Os02g36924 |            |          |                   |
|            |         | AGL44/ANR1   | At2g14210 | OsMADS57 | LOC_Os02g49840 |            |          |                   |
|            |         |              |           | OsMADS59 | LOC_Os06g23950 |            |          |                   |
|            |         |              |           | OsMADS61 | LOC_Os04g38770 |            |          |                   |
| AG-like    | *62     | AGAMOUS/AG   | At4g18960 | OsMADS13 | LOC_Os12g10540 | If_g07293  | JW988046 | c108954_g1        |
|            |         | AGL1/SHP1    | At3g58780 | OsMADS21 | LOC_Os01g66290 | If_g13962  | JW988058 | c108954_g3        |
|            |         | AGL11/STK    | At4g09960 | OsMADS3  | LOC_Os01g10504 | If_g15215  | JW988060 | c88821_g1         |
|            |         | AGL5/SHP2    | At2g42830 | OsMADS58 | LOC_Os05g11414 |            |          |                   |
|            |         |              |           | OsMADS66 | LOC_Os05g11380 |            |          |                   |
| DEF-like   | *96     | APETALA3/AP3 | At3g54340 | OsMADS16 | LOC_Os06g49840 | If_g07904  | JW988049 |                   |
| FLC-like   |         | AGL25/FLCFLF | At5g10140 |          |                |            |          |                   |

|               |     |                                                                                                                         |                                                                                                          |                                                                |                         |
|---------------|-----|-------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------|----------------------------------------------------------------|-------------------------|
|               |     | AGL27/MAF1FLM At1g77080<br>AGL31/MAF2 At5g65050<br>AGL68/MAF5 At5g65080<br>AGL69/MAF4 At5g65070<br>AGL70/MAF3 At5g65060 |                                                                                                          |                                                                |                         |
| GGM13-like    | 41  | AGL32/ABSTT16 At5g23260                                                                                                 | OsMADS29 LOC_Os02g07430<br>OsMADS30 LOC_Os06g45650<br>OsMADS31 LOC_Os04g52410                            |                                                                | c392_g1                 |
| GLO-like      | *65 |                                                                                                                         | OsMADS2 LOC_Os01g66030<br>OsMADS4 LOC_Os05g34940                                                         | If_g06425 JW988044<br>If_g09206 JW988052<br>If_g21917 JW988066 | c105824_g2<br>c94971_g1 |
| SQUA-like     | 9.4 | AGL10/CAL At1g26310<br>AGL7/AP1 At1g69120<br>AGL79 At3g30260<br>AGL8/FUL At5g60910                                      | OsMADS14 LOC_Os03g54160<br>OsMADS15 LOC_Os07g01820<br>OsMADS18 LOC_Os07g41370<br>OsMADS20 LOC_Os12g31748 | If_g10723 JW988053                                             | c104254_g1              |
|               | 35  |                                                                                                                         |                                                                                                          | If_g10905 JW988054<br>If_g15328 JW988061                       | c176972_g1<br>c89433_g1 |
| StMADS11-like | *98 | AGL22/SVP At2g22540<br>AGL24 At4g24540                                                                                  | OsMADS22 LOC_Os02g52340<br>OsMADS47 LOC_Os03g08754<br>OsMADS55 LOC_Os06g11330                            | If_g11963 JW988055<br>If_g21274 JW988065                       |                         |
| TM3-like      | *56 | AGL14 At4g11880<br>AGL19 At4g22950<br>AGL20/SOC1 At2g45660<br>AGL42 At5g62165<br>AGL71 At5g51870<br>AGL72 At5g51860     | OsMADS50 LOC_Os03g03100<br>OsMADS56 LOC_Os10g39130                                                       | If_g06678 JW988045<br>If_g13845 JW988057                       | c73438_g1               |
| OsMADS32-like | *99 |                                                                                                                         | OsMADS32 LOC_Os01g52680                                                                                  | If_g19401 JW988064                                             | c113724_g1              |
| M alpha       | 0   | AGL100 At1g17310                                                                                                        | OsMADS70 LOC_Os05g23780                                                                                  |                                                                | c35217_g1               |

|        |     |        |           |          |                |  |           |
|--------|-----|--------|-----------|----------|----------------|--|-----------|
|        |     | AGL102 | At1g47760 | OsMADS71 | LOC_Os06g22760 |  | c92721_g1 |
|        |     | AGL23  | At1g65360 | OsMADS72 | LOC_Os03g14850 |  |           |
|        |     | AGL28  | At1g01530 | OsMADS73 | LOC_Os12g21850 |  |           |
|        |     | AGL29  | At2g34440 | OsMADS74 | LOC_Os12g21880 |  |           |
|        |     | AGL39  | At5g27130 | OsMADS76 | LOC_Os06g30830 |  |           |
|        |     | AGL40  | At4g36590 | OsMADS77 | LOC_Os09g02780 |  |           |
|        |     | AGL55  | At1g60920 | OsMADS78 | LOC_Os09g02830 |  |           |
|        |     | AGL56  | At1g60880 | OsMADS79 | LOC_Os01g74440 |  |           |
|        |     | AGL57  | At3g04100 | OsMADS80 | LOC_Os02g06860 |  |           |
|        |     | AGL58  | At1g28450 |          |                |  |           |
|        |     | AGL59  | At1g28460 |          |                |  |           |
|        |     | AGL60  | At1g72350 |          |                |  |           |
|        |     | AGL61  | At2g24840 |          |                |  |           |
|        |     | AGL62  | At5g60440 |          |                |  |           |
|        |     | AGL64  | At1g29960 |          |                |  |           |
|        |     | AGL73  | At5g38620 |          |                |  |           |
|        |     | AGL74  | At1g48150 |          |                |  |           |
|        |     | AGL83  | At5g49490 |          |                |  |           |
|        |     | AGL84  | At5g49420 |          |                |  |           |
|        |     | AGL85  | At1g54760 |          |                |  |           |
|        |     | AGL88  | At2g11990 |          |                |  |           |
|        |     | AGL91  | At3g66656 |          |                |  |           |
|        |     | AGL97  | At1g46408 |          |                |  |           |
|        |     | AGL99  | At5g04640 |          |                |  |           |
| M beta | 2.1 | AGL101 | At5g27050 | OsMADS92 | LOC_Os01g23750 |  |           |
|        |     | AGL103 | At3g18650 | OsMADS93 | LOC_Os01g23760 |  |           |
|        |     | AGL105 | At5g37420 | OsMADS94 | LOC_Os01g23770 |  |           |
|        |     | AGL26  | At5g26870 | OsMADS95 | LOC_Os01g23780 |  |           |
|        |     | AGL43  | At5g40220 | OsMADS96 | LOC_Os01g67890 |  |           |

|         |      |            |           |          |                |  |            |
|---------|------|------------|-----------|----------|----------------|--|------------|
|         |      | AGL47      | At5g55690 | OsMADS97 | LOC_Os01g68420 |  |            |
|         |      | AGL51      | At4g02235 | OsMADS98 | LOC_Os01g68560 |  |            |
|         |      | AGL52      | At4g11250 |          |                |  |            |
|         |      | AGL53      | At5g27070 |          |                |  |            |
|         |      | AGL54      | At5g27090 |          |                |  |            |
|         |      | AGL75      | At5g41200 |          |                |  |            |
|         |      | AGL76      | At5g40120 |          |                |  |            |
|         |      | AGL77      | At5g38740 |          |                |  |            |
|         |      | AGL78      | At5g65330 |          |                |  |            |
|         |      | AGL81      | At5g39750 |          |                |  |            |
|         |      | AGL82      | At5g58890 |          |                |  |            |
|         |      | AGL89      | At5g27580 |          |                |  |            |
|         |      | AGL93      | At5g26950 |          |                |  |            |
|         |      | AGL98      | At5g39810 |          |                |  |            |
|         | *93  |            |           | OsMADS90 | LOC_Os07g04170 |  |            |
|         |      |            |           | OsMADS91 | LOC_Os01g11510 |  |            |
|         | *95  | AGL49      | At1g60040 |          |                |  |            |
|         |      | AGL50      | At1g59810 |          |                |  |            |
| M gamma | 21.5 | AGL34      | At5g26580 | OsMADS81 | LOC_Os04g24790 |  | c170765_g1 |
|         |      | AGL35      | At5g26630 | OsMADS82 | LOC_Os04g24800 |  |            |
|         |      | AGL36      | At5g26650 | OsMADS83 | LOC_Os04g24810 |  |            |
|         |      | AGL37/PHE1 | At1g65330 | OsMADS84 | LOC_Os04g25870 |  |            |
|         |      | AGL38      | At1g65300 | OsMADS85 | LOC_Os04g25920 |  |            |
|         |      | AGL41      | At2g26880 | OsMADS86 | LOC_Os03g37670 |  |            |
|         |      | AGL45      | At3g05860 | OsMADS87 | LOC_Os03g38610 |  |            |
|         |      | AGL46      | At2g28700 | OsMADS88 | LOC_Os01g18420 |  |            |
|         |      | AGL48      | At2g40210 | OsMADS89 | LOC_Os01g18440 |  |            |
|         |      | AGL80      | At5g48670 | OsMADS99 | LOC_Os04g25930 |  |            |
|         |      | AGL86      | At1g31630 |          |                |  |            |

|                  |     |        |           |          |                |            |
|------------------|-----|--------|-----------|----------|----------------|------------|
|                  |     | AGL87  | At1g22590 |          |                |            |
|                  |     | AGL90  | At5g27960 |          |                |            |
|                  |     | AGL92  | At1g31640 |          |                |            |
|                  |     | AGL95  | At2g15660 |          |                |            |
|                  |     | AGL96  | At5g06500 |          |                |            |
| MIKC*\M<br>delta | 13  | AGL30  | At2g03060 | OsMADS68 | LOC_Os11g43740 | c94743_g1  |
|                  |     | AGL65  | At1g18750 |          |                |            |
|                  |     | AGL94  | At1g69540 |          |                |            |
|                  | *85 | AGL66  | At1g77980 |          |                |            |
|                  |     | AGL67  | At1g77950 |          |                |            |
|                  |     | AGL104 | At1g22130 |          |                |            |
|                  | 48  |        |           | OsMADS62 | LOC_Os08g38590 |            |
|                  |     |        |           | OsMADS63 | LOC_Os06g11970 |            |
|                  | *53 |        |           | OsMADS65 | LOC_Os01g69850 | c111823_g2 |
|                  |     |        |           |          |                |            |
| Unknown          | *81 |        |           |          |                | c101058_g1 |
|                  |     |        |           |          |                | c110295_g1 |
|                  |     |        |           |          |                | c146191_g1 |
|                  |     |        |           |          |                | c76419_g1  |

\*support greater than 50

The MIKC\*\M delta sequences are clustered in several groups, some of them between MIKCc clades

**Supplementary table 3.** Phylogenetic analysis of R2R3-MYB genes

| Group    | Support | Arabidopsis |           | Rice       |              | Iris fulva |          | Iris atropurpurea |
|----------|---------|-------------|-----------|------------|--------------|------------|----------|-------------------|
|          |         | Name        | LOC ID    | LOC ID     | Pseudomol    | Isogroup   | GenBank  | Transcript name   |
| <b>1</b> | 8.3     | AtMYB30     | At3g28910 | Os03g26130 |              | If_g01096  | JW988002 | c109835_g1        |
|          |         | AtMYB31     | At1g74650 | Os07g25150 |              | If_g10348  | JW988021 | c116765_g1        |
|          |         | AtMYB60     | At1g08810 | Os07g30130 |              | If_g12513  | JW988024 | c169062_g1        |
|          |         | AtMYB94     | At3g47600 | Os07g43580 | 13107.m04579 | If_g15518  | JW988030 | c83993_g1         |
|          |         | AtMYB96     | At5g62470 | Os08g33940 |              | If_g17890  | JW988032 |                   |
|          |         |             |           | Os09g24800 |              |            |          |                   |
|          |         |             |           | Os11g03440 | 13111.m00283 |            |          |                   |
|          |         |             |           | Os11g35390 |              |            |          |                   |
| <b>2</b> | 0.5     |             |           | Os12g03150 | 13112.m00270 |            |          |                   |
|          |         | AtMYB13     | At1g06180 | Os04g43680 |              | If_g18540  | JW988034 |                   |
|          |         | AtMYB14     | At2g31180 | Os10g33810 |              | If_g21482  | JW988040 |                   |
|          |         | AtMYB15     | At3g23250 |            |              |            |          |                   |
| <b>3</b> | *55     | AtMYB10     | At3g12820 | Os02g46780 |              |            |          | c45892_g2         |
|          |         | AtMYB58     | At1g16490 | Os04g50770 | 13104.m05157 |            |          |                   |
|          |         | AtMYB63     | At1g79180 |            |              |            |          |                   |
|          |         | AtMYB72     | At1g56160 |            |              |            |          |                   |
| <b>4</b> | 2.1     | AtMYB3      | At1g22640 | Os01g65370 |              | If_g04664  | JW988009 | c100499_g1        |
|          |         | AtMYB32     | At4g34990 | Os05g35500 |              | If_g07879  | JW988016 | c112580_g1        |
|          |         | AtMYB4      | At4g38620 | Os08g43550 |              | If_g09730  | JW988020 | c112580_g3        |
|          |         | AtMYB6      | At4g09460 | Os09g36730 | 13109.m03625 | If_g12329  | JW988023 | c77110_g1         |
|          |         | AtMYB7      | At2g16720 | Os12g07640 |              | If_g15031  | JW988029 | c89102_g2         |
|          |         | AtMYB8      | At4g09460 |            |              | If_g18918  | JW988035 |                   |
| <b>5</b> | 32      | AtMYB123    | At5g35550 | Os03g29614 |              | If_g18429  | JW988033 | c115429_g1        |
|          |         |             |           | Os06g10350 |              |            |          | c62415_g1         |
| <b>6</b> | *56     | AtMYB113    | At1g66370 |            |              | If_g04835  | JW988011 | c106498_g1        |
|          |         | AtMYB114    | At1g66380 |            |              |            |          | c23782_g1         |
|          |         | AtMYB75     | At1g56650 |            |              |            |          |                   |
|          |         | AtMYB90     | At1g66390 |            |              |            |          |                   |
| <b>7</b> | *83     | AtMYB11     | At3g62610 | Os01g19970 | 13101.m02169 |            |          | c115933_g2        |
|          |         | AtMYB111    | At5g49330 | Os03g19120 | 13103.m02286 |            |          | c58122_g1         |

|     |     |                                                                 |                                                                            |                                                                                  |                                                      |                                                                |                                        |
|-----|-----|-----------------------------------------------------------------|----------------------------------------------------------------------------|----------------------------------------------------------------------------------|------------------------------------------------------|----------------------------------------------------------------|----------------------------------------|
|     |     | AtMYB12                                                         | At2g47460                                                                  |                                                                                  |                                                      |                                                                |                                        |
|     | *85 |                                                                 |                                                                            |                                                                                  |                                                      | If_g04846 JW988012<br>If_g21488 JW988041                       | c106697_g1                             |
| 8   | *59 | AtMYB121<br>AtMYB71<br>AtMYB79                                  | At3g30210<br>At3g24310<br>At4g13480                                        | Os02g40530<br>Os03g04900<br>Os04g42950                                           | 13102.m04521<br>13103.m00509                         | If_g14268 JW988028                                             | c106378_g2                             |
| 9   | 24  | AtMYB106<br>AtMYB16                                             | At3g01140<br>At5g15310                                                     | Os02g36890<br>Os04g38740<br>Os08g33660                                           | 13102.m04034<br>13104.m03728                         |                                                                | c118847_g1                             |
| 9#  | *80 | AtMYB17                                                         | At3g61250                                                                  | Os02g42870<br>Os04g45060                                                         | 13104.m04513                                         | If_g01545 JW988004<br>If_g20832 JW988038                       | c116972_g3                             |
| 10  | *98 | AtMYB107<br>AtMYB9                                              | At3g02940<br>At5g16770                                                     |                                                                                  |                                                      |                                                                |                                        |
| 10# | *68 |                                                                 |                                                                            | Os04g50680<br>Os06g02250                                                         | 13104.m05148                                         |                                                                |                                        |
| 11  | *54 | AtMYB102<br>AtMYB41<br>AtMYB49<br>AtMYB74                       | At4g21440<br>At4g28110<br>At5g54230<br>At4g05100                           | Os07g37210                                                                       |                                                      |                                                                |                                        |
| 12  | *92 | AtMYB122<br>AtMYB28<br>AtMYB29<br>AtMYB34<br>AtMYB51<br>AtMYB76 | At1g74080<br>At5g61420<br>At5g07690<br>At5g60890<br>At1g18570<br>At5g07700 |                                                                                  |                                                      |                                                                |                                        |
| 13  | 40  | AtMYB50<br>AtMYB55<br>AtMYB61<br>AtMYB86                        | At1g57560<br>At4g01680<br>At1g09540<br>At5g26660                           | Os01g18240<br>Os05g04820                                                         |                                                      | If_g00060 JW988000<br>If_g03806 JW988008<br>If_g08108 JW988018 | c118907_g1<br>c119230_g5               |
| 14  | *54 | AtMYB36<br>AtMYB37<br>AtMYB38<br>AtMYB68<br>AtMYB84<br>AtMYB87  | At5g57620<br>At5g23000<br>At2g36890<br>At5g65790<br>At3g49690<br>At4g37780 | Os01g09590<br>Os01g49160<br>Os01g52410<br>Os02g54520<br>Os03g56090<br>Os05g48010 | 13101.m01025<br><br><br>13102.m06245<br>13103.m06113 | If_g19374 JW988036                                             | c100391_g1<br>c100391_g2<br>c112156_g1 |

|      |     |                                                                              |                                                                                         |                                                                                                                        |                                          |                         |
|------|-----|------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------|------------------------------------------|-------------------------|
|      |     |                                                                              |                                                                                         | Os08g15020 13108.m01608<br>Os09g26170<br>Os10g35660                                                                    |                                          |                         |
| 14.1 | *97 | AtMYB80                                                                      | At5g56110                                                                               | Os04g39470 13104.m03828                                                                                                |                                          |                         |
|      | *71 | AtMYB35                                                                      | At3g28470                                                                               | Os03g18480                                                                                                             |                                          | c44085_g1               |
| 15   | *72 | AtMYB0<br>AtMYB23<br>AtMYB66<br>AtMYB82                                      | At3g27920<br>At5g40330<br>At5g14750<br>At5g52600                                        |                                                                                                                        |                                          |                         |
| 16   | *94 | AtMYB18<br>AtMYB19<br>AtMYB45                                                | At4g25560<br>At5g52260<br>At3g48920                                                     | Os02g02370 13102.m00172<br>Os02g42850 13102.m12426<br>Os04g45020 13104.m04507                                          |                                          | c19471_g1               |
| 16#  | *98 |                                                                              |                                                                                         | Os03g25550<br>Os07g44090                                                                                               |                                          |                         |
| 17   | *83 | AtMYB20<br>AtMYB40<br>AtMYB42<br>AtMYB43<br>AtMYB85<br>AtMYB99               | At1g66230<br>At5g14340<br>At4g12350<br>At5g16600<br>At4g22680<br>At5g62320              | Os02g49986<br>Os08g33150<br>Os09g23620<br>Os09g36250 13109.m03567                                                      | If_g04833 JW988010<br>If_g22573 JW988042 |                         |
| 18   | 39  | AtMYB101<br>AtMYB104<br>AtMYB120<br>AtMYB33<br>AtMYB65<br>AtMYB81<br>AtMYB97 | At2g32460<br>At2g26950<br>At5g55020<br>At5g06100<br>At3g11440<br>At2g26960<br>At4g26930 | Os01g59660 13101.m06342<br>Os03g38210 13103.m04150<br>Os05g41166<br>Os06g40330 13106.m04191<br>Os06g46560 13106.m04920 |                                          | c118112_g1              |
| 19   | 3.8 | AtMYB21<br>AtMYB24<br>AtMYB57                                                | At3g27810<br>At5g40350<br>At3g01530                                                     | Os01g45090<br>Os05g49310                                                                                               | If_g13151 JW988026                       | c161095_g1<br>c45892_g1 |
| 20   | 11  | AtMYB108<br>AtMYB112<br>AtMYB116<br>AtMYB2<br>AtMYB62                        | At3g06490<br>At1g48000<br>At1g25340<br>At2g47190<br>At1g68320                           | Os01g03720<br>Os01g19330 13101.m02102<br>Os03g20090<br>Os05g04210<br>Os07g48870                                        | If_g03531 JW988007                       | c124292_g1              |

|    |      |                                                                                         |                                                                                                      |                                                                    |                                                              |                        |                      |                                                                                 |
|----|------|-----------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------|--------------------------------------------------------------|------------------------|----------------------|---------------------------------------------------------------------------------|
|    |      | AtMYB78                                                                                 | At5g49620                                                                                            | Os11g45740<br>Os12g37690                                           |                                                              |                        |                      |                                                                                 |
| 21 | 26   | AtMYB105<br>AtMYB110<br>AtMYB117<br>AtMYB52<br>AtMYB54<br>AtMYB56<br>AtMYB69<br>AtMYB89 | At1g69560<br>At3g29020<br>At1g26780<br>At1g17950<br>At1g73410<br>At5g17800<br>At4g33450<br>At5g39700 | Os01g16810<br>Os03g51110<br>Os08g33800<br>Os11g10130               | 13108.m03527                                                 | If_g00398<br>If_g09306 | JW988001<br>JW988019 | c113872_g2<br>c115605_g2<br>c115605_g3<br>c119230_g8<br>c137380_g1<br>c98044_g1 |
| 22 | *73  | AtMYB44<br>AtMYB70<br>AtMYB73<br>AtMYB77                                                | At5g67300<br>At2g23290<br>At4g37260<br>At3g50060                                                     | Os01g74590<br>Os02g09480<br>Os05g28320<br>Os06g43090<br>Os09g01960 | 13102.m01040                                                 | If_g06820<br>If_g12888 | JW988015<br>JW988025 |                                                                                 |
| 23 | *76  | AtMYB1<br>AtMYB109<br>AtMYB25                                                           | At3g09230<br>At3g55730<br>At2g39880                                                                  | Os01g63160                                                         |                                                              | If_g13487              | JW988027             | c110786_g1                                                                      |
| 24 | *52  | AtMYB53<br>AtMYB92<br>AtMYB93                                                           | At5g65230<br>At5g10280<br>At1g34670                                                                  | Os06g11780<br>Os08g37970                                           |                                                              |                        |                      |                                                                                 |
| 25 | *82  | AtMYB100<br>AtMYB115<br>AtMYB118<br>AtMYB119<br>AtMYB22<br>AtMYB64<br>AtMYB98           | At2g25230<br>At5g40360<br>At3g27780<br>At5g58850<br>At5g40430<br>At5g11050<br>At4g18770              | Os01g63680<br>Os06g06740<br>Os07g12130<br>Os07g14110<br>Os12g07610 | 13101.m06832<br>13106.m00696<br>13107.m01247<br>13112.m00798 |                        |                      | c117537_g2<br>c188154_g1                                                        |
| 26 | *100 | AtCDC5                                                                                  | At1g09770                                                                                            | Os04g28090                                                         |                                                              | If_g01629              | JW988005             | c121913_g1                                                                      |
| 27 | *99  | AtMYB124<br>AtMYB88                                                                     | At1g14350<br>At2g02820                                                                               | Os07g43420                                                         | 13107.m04564                                                 |                        |                      | c116074_g1                                                                      |
| 28 | *98  | AtMyb125                                                                                | At3g60460                                                                                            | Os04g46384                                                         | 13104.m04667                                                 | If_g15984              | JW988031             |                                                                                 |
| 29 | *86  | AtMYB27<br>AtMYB48<br>AtMYB59                                                           | At3g53200<br>At3g46130<br>At5g59780                                                                  | Os01g74410<br>Os11g47460<br>Os12g37970                             |                                                              | If_g04996              | JW988013             | c101916_g1                                                                      |

|                 |      |                                                          |                                                               |                                                                                                              |                                                  |                                                 |
|-----------------|------|----------------------------------------------------------|---------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------|--------------------------------------------------|-------------------------------------------------|
| <b>30</b>       | *90  | AtMYB46<br>AtMYB83                                       | At5g12870<br>At3g08500                                        | Os12g33070                                                                                                   |                                                  |                                                 |
| <b>31</b>       | *99  | AtMYB103                                                 | At1g63910                                                     | Os08g05520                                                                                                   |                                                  |                                                 |
| <b>32</b>       | 4.3  | AtMYB26<br>AtMYB67                                       | At3g13890<br>At3g12720                                        | Os01g51260<br>Os07g31470                                                                                     | 13101.m05343                                     | c115933_g3<br>c184004_g1                        |
| <b>33</b>       | *58  |                                                          |                                                               | Os01g07450<br>Os01g36460<br>Os01g50720<br>Os05g46610                                                         | 13101.m00758<br>13101.m03692<br><br>13105.m04980 |                                                 |
| <b>34</b>       | *86  | AtMYB5                                                   | At3g13540                                                     | Os01g50110                                                                                                   |                                                  |                                                 |
| <b>Os1</b>      | *100 |                                                          |                                                               | Os01g11200<br>Os02g49250<br>Os03g19630<br>Os03g25304<br>Os06g14010<br>Os06g14700<br>Os06g14710<br>Os07g25370 |                                                  |                                                 |
| <b>PHAN</b>     | *100 | AtMYB91                                                  | At2g37630                                                     | Os12g38400                                                                                                   | If_g01110<br>If_g08020                           | JW988003<br>JW988017<br>c112940_g1<br>c48302_g1 |
| <b>R3</b>       | 48   | AtMYB3R1<br>AtMYB3R2<br>AtMYB3R3<br>AtMYB3R4<br>AtMYB3R5 | At4g32730<br>At4g00540<br>At3g09370<br>At5g11510<br>At5g02320 | Os01g12860<br>Os01g62410<br>Os05g38460<br>Os12g13570                                                         | 13101.m01405<br>13101.m06678<br>13105.m04033     | If_g05432<br>JW988014<br>c120936_g1             |
| <b>AtMYB4R1</b> | *91  | AtMYB4R1                                                 | At3g18100                                                     | Os07g04700                                                                                                   |                                                  | c109738_g2                                      |
|                 | *99  | AtMYB47<br>AtMYB95                                       | At1g18710<br>At1g74430                                        |                                                                                                              |                                                  |                                                 |
|                 | *85  |                                                          |                                                               | Os07g49530                                                                                                   | 13107.m05331                                     | c118911_g1                                      |
|                 | *99  |                                                          |                                                               | Os01g04930<br>Os01g63460<br>Os05g37060<br>Os05g37730                                                         | 13101.m00460<br>13101.m06811<br><br>13105.m03933 | c107949_g1                                      |

|      |                        |                              |                         |                                        |
|------|------------------------|------------------------------|-------------------------|----------------------------------------|
| *83  |                        |                              |                         | c109998_g1<br>c109998_g2               |
| *100 |                        | Os01g51154      13101.m05331 |                         | c105945_g2<br>c118620_g2               |
| *64  |                        | Os06g51260      13106.m05530 |                         | c117679_g1<br>c117679_g3<br>c120668_g1 |
| *70  | AtMYB39      At4g17780 |                              | lf_g21296      JW988039 |                                        |

How the deposited data were processed for this re-analysis (not part of the article)

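The values come from the contigs of the assembly that the authors deposited, as nucleotide sequences. The authors checked the quality of the reads of 8 libraries with FastQC, pooled the reads and assembled them with Trinity, which kept contigs longer than 200 bp. These steps are already in the deposited sequences and were not repeated. The sequences have no unit of expression and no value per library, so that nothing could be compared between tissues, stages or genotypes. Read numbers per library are those of the paper's Table 3, which gives 195412179 read pairs in all, of which 125074925 (64.0%) were mapped to the assembly. The depth behind single contigs is unknown.

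Contigs were grouped into transcripts and components by the names that Trinity gave them. Where a result needed 1 contig per transcript, the longest was taken. The N50 was taken over contigs of at least 500 bp, and GC content over all bases of all contigs. Confidence intervals are for 95% and cover counting error only. They are exact Clopper-Pearson intervals for shares of transcripts and of SSRs, and Wilson intervals for shares of bootstrap resamplings.

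SSRs were perfect repeats of a unit of 2 to 6 bp with at least 4 complete units, found on the deposited strand. Minimum lengths in bp were applied to the complete units. For the comparison with chance, 20 random sequence sets were drawn that kept contig lengths and the frequencies of neighbouring bases, and in an alternative the bases were shuffled within each contig. Places inside and outside ORFs were compared by Fisher's exact test in transcripts whose longest ORF had at least 100 codons. Probabilities below 1e-300 are given as 1e-300 or less.

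ORFs of at least 30 residues between stops were translated from all 6 frames. Profiles of the MADS, K and R2R3-MYB domains were made from *I. atropurpurea* transcripts in supplementary tables 2 and 3, so that the search is not independent of these tables. The K region was taken from residue 30 to residue 120 after the MADS domain. E-values are those of the domain, over all ORFs searched. Bootstrap support was taken from 1000 resamplings of the alignment columns.

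In a test on made sequences, 1000 of 1000 planted SSRs, 200 of 200 ORFs and 200 of 200 planted family members were found. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9, Biopython 1.88, HMMER 3.4, MAFFT 7.526 (L-INS-i) and FastTree 2.2.0 (JTT model) were used.

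The settings and the alternatives to them were chosen before the data were examined, apart from those said to be chosen after. The transcripts named in the text are those that the paper's text or supplementary tables name for a group discussed there, the 5 outside supplementary table 2 with the lowest MADS E-values, and those whose ORF has the paleoAP3 or PI motif. Transcripts that others joined in the trees, and the MADS transcripts of the table without a domain, were named after their values were seen. The values in the paper's tables had been seen when these were chosen.

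Reads, counts per library, Pfam, UniProt and BUSCO references, and sequences of *Arabidopsis*, rice and *I. fulva* were not used here. For this reason the annotation with databases, the completeness of the assembly, the similarity to other species and the expression of genes were not analysed here. The annotation table of the paper was not analysed here, as only part of its lines could be read. Primer design and marker tests were also left out.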

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

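The tests of the wider form of the paleoAP3 motif, of the shortened PI motif, of the alignment of c41584_g1 to c118529_g2, of the joins of c102065_g1 in the trees and of the joins of c118529_g2 with any single Unknown transcript were chosen only after the result was seen.

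A MADS domain was found in 3 transcripts that supplementary table 2 does not list. They stood out because the paper gives no group for them there. The E-values were 7.4e-28 for c118529_g2, 6.4e-27 for c102065_g1 and 2.7e-14 for c58737_g1. The contig of c58737_g1 has 284 bp and its ORF ends with the contig at position 34 of the profile. Next were c89433_g2 and c104690_g1, with E-values of 0.00014 and 0.033. With every transcript that had a MADS domain, c102065_g1 joined the Mα transcript c35217_g1 first in 88.5% of bootstrap resamplings. Why the transcripts are not in the table was not tested. No biological explanation was tested, since the sequences carry no design factor.

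For c118529_g2, which has the complete domain, the explanation that it belongs with the Unknown MADS transcripts was tested. The transcripts that it joined first included an Unknown transcript in 0.6% of resamplings, which argues against this. It joined the GLO-like transcript c94971_g1 first in 44.9%, the MIKC*/Mδ transcript c94743_g1 in 19.2% and the OsMADS32-like transcript c113724_g1 in 9.1%, so its place among these stays open.

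The paleoAP3 motif was found in 1 transcript, c41584_g1. Whether no DEF-like transcript was assembled stays open, since the motif was present in 1 transcript and in 0 when ORFs were read backwards, but in an ORF without a MADS domain. That the contig of c41584_g1 is a fragment that starts after the MADS domain also stays open. Its ORF is open at the 5′ end of the contig and aligned to c118529_g2 from residue 180. The K domain that the test set beforehand asked for was not found in it. Both transcripts could be related to DEF, but no DEF sequence of another species was used, and the wider motif that matches c118529_g2 was written after its sequence was seen. The PI motif was found in 0 transcripts. A shortened form, also written after, was matched by 5 transcripts, which were c118529_g2, both GLO-like transcripts, and c41726_g1 and c85561_g1, in which no MADS or K domain was found.

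A K domain without a MADS domain was found in 9 transcripts outside supplementary table 2. Of all 14 transcripts with only a K domain, 12 had ORFs open at the 5′ end of the contig, which is where an incomplete contig would lose the MADS domain. An R2R3-MYB domain was found in 14 transcripts outside supplementary table 3. That some of these transcripts came from another organism was not tested, and no biological explanation was tested.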

How the results depend on the processing

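The alternatives chosen only after the data were seen are the R2R3-MYB count with any share of the profile and the trees of all 28 listed transcripts, without the start of the MADS domain, with ORFs from a methionine and with the MADS domain alone. No paired analysis was possible because the libraries were pooled in the assembly. In all, 45 alternatives were run over 14 results, of which 20 left the result the same and 25 moved it. A count was taken as the same within 1.5 times its value, and a result with a test if its direction and its side of the threshold stayed, whatever its size. A share with an interval was taken as the same within its 95% interval, and other values only if equal, so that small changes in N50 and GC content count as moved.

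With contigs of at least 500 bp alone there were 104831 contigs and 121181825 bp, and GC content was 43.0%. With the longest contig of each transcript, the total was 105453254 bp, N50 1254 bp and GC content 41.8%. The N50 of all contigs was 929 bp, and the mean GC content of single contigs 41.6%. The share of 201 to 500 bp was 59.5% over all contigs and 72.9% with the shortest isoforms. These alternatives differ by construction in the contigs counted or in their weights.

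The SSR counts and the di-nucleotide shares were 37138 and 63.7% with at least 5 units, and 26988 and 50.0% with 6 units for di-nucleotides and 5 for the others. They were 50457 and 26.8% with at least 12 bp, 12623 and 38.3% with 18 bp, 5964 and 35.8% with 20 bp, and 72199 and 67.8% in the longest isoforms. With motifs that repeat a shorter motif, the share was 63.2%. Stricter minimum lengths remove SSRs by construction. The excess over random sequence kept its direction, while its size changed much. With bases shuffled within contigs the ratio was 2.42 for di-nucleotides and 32.8 for tri-nucleotides. With at least 6 units it was 162 and 71560, the last over a mean of 0.05 in the random sequences. The odds ratio for ORFs stayed between 0.239 and 0.286.

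The MADS count was 29, 26 and 19 under its alternatives. The R2R3-MYB count moved to 29 with the longest ORF of the longest isoform, and to 99 with any share of the profile. The cause was not tested. The support of the Unknown group was at most 0.2% in every tree.

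The number of reads behind each contig is unknown, so no limit from depth can be given.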

Differences from the paper's values

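No test in this part was chosen only after the result was seen, with these exceptions. They are the count of transcripts with either a MADS or a K domain, and the trees that held all 4 Unknown transcripts. Values are taken as different, and a gap as open, when one is more than 1.5 times the other.

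The paper reports 1503 SSRs, and 112769 were found here. None of the alternatives set before the data were examined closed the gap. They gave from 5964 SSRs, with at least 4 units and 20 bp, to 120030, with motifs that repeat a shorter motif. The paper reports 1241 contigs with an SSR, against 75655 here, and the alternatives gave from 5757 to 75655, so none closed the gap. The paper reports 263 contigs with more than 1 SSR, against 24350 here. The alternative of at least 4 units and 20 bp came within 1.5 times of the paper's value, with 197, and the others did not, with 679 or more.

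The paper's reported share of tetra-nucleotide SSRs is 11.5%, and the share here was 1.72%. The alternative of at least 4 units and 20 bp came within 1.5 times of it, with 9.32%. The others did not, with 1.50% to 7.60%. With 4 units and 20 bp the penta-nucleotide share was 13.0%, against 0.685% with 4 units alone and the paper's 0.7%, and the di-nucleotide share was 35.8%, against 67.2% and the paper's 61.5%. The paper's share of hexa-nucleotide SSRs is 0%, and the share here was 0.637%, with 0.167% to 12.0% under the alternatives, none of which closed the gap. The paper reports 37 tetra-nucleotide and 9 penta-nucleotide motif types, against 114 and 226 here. No alternative was run for these.

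The paper reports 43 transcripts annotated as MADS or with a MADS domain, and 26 had the domain here. The alternative of an E-value of 0.001 or less came within 1.5 times of the paper's value, with 29, and stayed below it. An E-value of 1e-10 or less, with 26, and the longest ORF of the longest isoform, with 19, did not. With a MADS or a K domain there were 40, a count chosen after seeing the values. Annotation by database was not analysed here.

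The paper reports a bootstrap support of 81% for the Unknown group of 4 transcripts. The main tree here held 3 of the 4, which had a support of 0%. None of the alternatives set before the data were examined closed the gap, as they also gave 0% for these 3. Trees that held all 4 were chosen after the data had been seen and gave 0% to 0.2%. The trees here hold *I. atropurpurea* sequences only, while the paper's tree holds those of other species too.

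The paper's GC content of contigs is 47%, against 42.4% here, and its share of transcripts of 201 to 500 bp is 68.46%, against 66.8% here. The paper places no *I. atropurpurea* transcript in the DEF-like clade, while 1 transcript here had the paleoAP3 motif.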

Other observations

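The tests of assembler run length, of shared contig ends, of GC content in transcripts with long ORFs, and the trees without the MADS start, with ORFs from a methionine and with the MADS domain alone, were chosen only after the results were seen.

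The Unknown MADS transcripts covered at most 59.3% of the MADS profile. All 4 ORFs were open at the 5′ end of their contigs and began at positions 25 to 37 of the profile. This argues against complete genes, as the contigs lack the start of the domain. A K domain was found in 3 of the 4. Whether the missing start is why the 4 stand apart in the paper's tree stays open. The part of the profile covered cannot decide it, since it only follows from where the ORFs begin. That the assembler broke their contigs where the MADS box is shared with other transcripts cannot be told from these data (Fisher's exact test, two-sided, p = 0.299). Of their 4 MADS ends, 2 were shared with other transcripts, against 27.2% of all contig ends.

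Reasons for the lack of a group of the 4 Unknown transcripts in the trees here were also tested. Alignment columns at the start of the MADS domain, which the 4 lack, do not explain it, since the support was 0% without these columns. ORFs read from the first methionine do not explain it, since the support was 0% with them. A tree of the MADS domain alone gave 0.2%. This tree resolved little, as the SQUA-like, Mα, AGL6-like and AG-like groups had 14.2%, 19.7%, 20.6% and 44.0%, so its low value alone is weak ground. It joined c76419_g1 with the TM3-like transcript c73438_g1 in 71.4%, which rules out a group of the 4 in those resamplings, and in this tree the domain alone does not explain the difference. No biological explanation was tested.

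The larger number of di-nucleotide than tri-nucleotide SSRs was tested against chance runs of 8 bp. Chance alone does not explain it, since in the longest contig of each transcript di-nucleotide SSRs exceeded the mean of the random sequences by 35916, and tri-nucleotide SSRs by 20638. The minimum length does bear on it, since over all contigs, with at least 12 bp for both, there were fewer di-nucleotide SSRs (13504) than tri-nucleotide SSRs (33518). Di-nucleotide SSRs lay inside the longest ORF less often than tri-nucleotide SSRs, with an odds ratio of 0.278. This goes with the explanation that much of the assembly is not coding sequence. The test does not measure how much is not coding, and it leaves out transcripts without an ORF of at least 100 codons.

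Perfect di-nucleotide runs were rare beyond 11 units. The values that follow are for the longest contig of each transcript only, in which the longest di-nucleotide run had 24 bp. Runs of a single base ended at 24 bp too. Among longer units, 4 tri-nucleotide, 14 tetra-nucleotide, 31 penta-nucleotide and 130 hexa-nucleotide runs had 25 bp or more, up to 84 bp. The explanation that the assembler cannot extend a run past about its word length of 25 bases therefore stays open, as it would stop runs of every unit. Of 1306 di-nucleotide runs of 20 to 24 bp, 93.6% were within 5 bp of a contig end, against 21.4% of runs of 12 to 16 bp. The same shares were 78.2% against 7.63% for tri-nucleotide runs and 47.2% against 4.53% for tetra-nucleotide runs. They were 42.8% against 4.20% for penta-nucleotide and 47.0% against 3.48% for hexa-nucleotide runs. Of the 1306 runs, 62 had 50 bp of sequence on both sides.

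GC content was lower in the contigs than in the reads. That contigs without a long ORF lower it held in its test, as transcripts with an ORF of at least 100 codons had 45.9% and the others 38.2%. Long ORFs may also be more frequent in GC-rich sequence by chance, since stop codons are rich in A and T, which was not tested.

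No R2R3-MYB domain was found in the 9 transcripts in unnamed groups of supplementary table 3. The explanation that they are MYB-related sequences with a single repeat and the SHAQKYF motif did not hold. Only 1 of the 9 had the motif, which was found in 24 transcripts of the assembly. Whether the 9 have a single repeat without the motif stays open, since the count of the motif cannot decide it. No other biological explanation was tested.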
